# Gene expression profiles underlying aggressive behavior in the prefrontal cortex of cattle

**DOI:** 10.1186/s12864-021-07505-5

**Published:** 2021-04-07

**Authors:** Paulina G. Eusebi, Natalia Sevane, Thomas O’Rourke, Manuel Pizarro, Cedric Boeckx, Susana Dunner

## Abstract

**Background:**

Aggressive behavior is an ancient and conserved trait, habitual for most animals in order to eat, protect themselves, compete for mating and defend their territories. Genetic factors have been shown to play an important role in the development of aggression both in animals and humans, displaying moderate to high heritability estimates. Although such types of behaviors have been studied in different animal models, the molecular architecture of aggressiveness remains poorly understood. This study compared gene expression profiles of 16 prefrontal cortex (PFC) samples from aggressive and non-aggressive cattle breeds: Lidia, selected for agonistic responses, and Wagyu, selected for tameness.

**Results:**

A total of 918 up-regulated and 278 down-regulated differentially expressed genes (DEG) were identified, representing above-chance overlap with genes previously identified in studies of aggression across species, as well as those implicated in recent human evolution. The functional interpretation of the up-regulated genes in the aggressive cohort revealed enrichment of pathways such as Alzheimer disease-presenilin, integrins and the ERK/MAPK signaling cascade, all implicated in the development of abnormal aggressive behaviors and neurophysiological disorders. Moreover, gonadotropins, are up-regulated as natural mechanisms enhancing aggression. Concomitantly, heterotrimeric G-protein pathways, associated with low reactivity mental states, and the *GAD2* gene, a repressor of agonistic reactions associated with PFC activity, are down-regulated, promoting the development of the aggressive responses selected for in Lidia cattle. We also identified six upstream regulators, whose functional activity fits with the etiology of abnormal behavioral responses associated with aggression.

**Conclusions:**

These transcriptional correlates of aggression, resulting, at least in part, from controlled artificial selection, can provide valuable insights into the complex architecture that underlies naturally developed agonistic behaviors.

This analysis constitutes a first important step towards the identification of the genes and metabolic pathways that promote aggression in cattle and, providing a novel model species to disentangle the mechanisms underlying variability in aggressive behavior.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07505-5.

## Background

Aggression, an evolutionary well-conserved trait, is part of the behavioral repertoire across species, as most animals need this skill in order to eat, protect themselves and their families against predators, compete for mates, and acquire resources and territory [1]. In contrast, scientific interest in human aggression is often centered on abnormal manifestations of the behavior, including violence associated with dementias or neuropsychiatric disorders, such as manic depression, bipolar disorder, schizophrenia, as well as conduct and antisocial personality disorders [2, 3]. Research has shown that the expression of aggressive behavior depends on the interaction between environmental and genetic factors, with a genetic additive component ranging around 50% in humans [4].

A large number of preclinical studies using different animal species as models has been encouraged on the reasoning that molecular correlates of animal aggressive behaviors resemble varying biological mechanisms in human pathological aggression [5]. Several attempts have been made to mold abnormal forms of aggressiveness, mainly using murine models, and to a lesser extent dogs and semi-domesticated species such as the silver fox, in order to display a contrast between docile or tame behaviors and escalated levels of aggressiveness [6]. However, relating these mechanisms to the human condition is not simple, given the polygenic basis and diverse instantiations of aggressive behaviors. In animals, aggressive responses consist of a combination of fight, chase, bite and ram, whereas aggression in humans involves both verbal and physical forms. Despite this, the identification of similar components of aggression across species can help to better understand its etiology and to further improve its diagnosis, prognosis and intervention strategies, which currently lack in effectiveness [7].

Domesticated species offer particularly interesting models for research into human aggression. Over recent years, genomic, transcriptomic, behavioral, and archaeological evidence has begun to accumulate, indicating that anatomically modern humans and domesticated species have followed convergent evolutionary processes compared to their respective archaic and wild counterparts [8–10]. Our species exhibits craniofacial alterations reminiscent of those typical in the “domestication syndrome”, including reduced tooth size, contraction of the skull, and flattening of the face (comparable to the shortened muzzles of domesticates) [11]. The Russian farm-fox experiment has shown that such broad phenotypical changes can emerge from selection for reduced reactive aggression towards humans, a trait ubiquitous across domesticated species [12]. In conjunction with findings that our species has markedly reduced intraspecific reactive aggression when compared to extant primates, this has helped to spur research into the hypothesis that, relative to archaic hominins, modern humans have undergone positive selection for a reduction in reactive aggression towards each other [13].

Similarly to farm foxes selected for aggressive behaviors, a reduction in reactive aggression is exceptionally absent in the case of the Lidia breed of cattle. Lidia bovines belong to a primitive population, selected for centuries to develop agonistic-aggressive responses by means of a series of traits that are registered by breeders on a categorical scale, which classifies aggression and fighting capacity, reporting moderate to high heritability estimates for the Lidia (0.20–0.36) [14, 15]. Thus, within the bovine species, Lidia cattle may constitute a useful tool for studying the genomic makeup of aggressive behavior. The utility of cattle as a model for human aggression is further underscored by exploratory findings that selective sweeps implicated in cattle domestication have above-chance intersection with those identified in modern humans relative to archaics [10]. A recent study has identified significant divergence in genomic regions containing genes associated with aggressive behavior in the Lidia breed [16]. This includes a polymorphism in the promoter of the monoamine oxidase A (*MAOA*) gene, an important locus widely associated with pathological forms of aggression which, in humans, manifests in a broad spectrum of psychiatric conditions, such as manic and bipolar disorders and schizophrenia, among others [17, 18]. Similarly, the kainite glutamate receptor *GRIK3* is associated with heightened aggression in Lidia cattle. This gene has been targeted in modern human evolution and in multiple domestication events, including in dogs, sheep, yaks, and across multiple cattle breeds [16, 19, 20]. However, no studies on gene expression differences for behavioral features have been conducted so far in cattle.

Gene expression in the prefrontal cortex (PFC) has been shown to play a crucial role in the regulation of aggressive behavior [21, 22]. The PFC role in aggression has been studied in different species, e.g. PFC lesions result in impulsive and antisocial behaviors in humans [23] and offensive aggression in rodents [17]. Moreover, a catalogue of gene-specific sequence variants was detected as differentially expressed between a strain of silver fox selected for aggressive behaviors when compared to its tame counterpart [24]. Similar results are reported in RNA-seq profiles of different dog breeds [25].

The goal of our study is to uncover genes that are differentially expressed in the PFC of aggressive and non-aggressive bovines using as models the Lidia and the Wagyu breeds as aggressive and non-aggressive cohorts respectively. The two breeds differ significantly in their agonistic responses, the Lidia being known as one of the most aggressive bovine breeds, whereas Wagyu bovines are docile animals, selected and bred by farmers with the aim of easing their handling [26]. These divergent phenotypes, in conjunction with the potential relevance of domestication events to recent human evolution, make our populations of study as suitable for research into the biological underpinnings of aggressive behavior in animals, as well as abnormal aggression in humans.

## Methods

This study did not involve purposeful killing of animals, thus, no special permits were required to conduct the research. Samples were collected from bovines after slaughter following standard procedures approved by the Spanish legislation applied to abattoirs [27]. No ethical approval was deemed necessary.

### Animals, sample retrieval and tissue processing

Post mortem PFC tissue samples were collected (in May 2019) from 16 non-castrated male bovines aged 3 to 4 years, 8 belonging to the Lidia breed, considered aggressive (*n* = 8), and 8 belonging to the Wagyu breed, considered tamed (n = 8). Animals from the aggressive Lidia group belong to two batches: one from “La quinta” farm (*N* = 4, coordinates: 37°44′39″N 5°17′32″O) and the other from “Montealto” farm (N = 4, coordinates: 40°49′35″N 3°38′30″W) (Supplementary Table 1), both affiliated to the Lidia Breeders Association (UCTL, https://torosbravos.es/), whose genealogical and behavioral data have been previously studied and recorded [15]. From the docile cohort, the batch of 8 Wagyu bulls belong to the farm “Nuestro Buey” (https://www.fincasantarosalia.com/, coordinates: 42°16′24″N 4°09′23″W) and were raised exclusively for meat production purposes.

The study is designed on the basis of the differences in aggressiveness reached through intensive human selection over the last centuries; whereas the Lidia breed has been selected exclusively for aggressive behavior related traits, the tamed Wagyu breed has been selected for meat quality traits and docile behaviors in order to facilitate handling [26]. Among the wide variety of docile cattle breeds, we opted for the Wagyu breed due to its age at slaughter, higher than 36 months, like that of Lidia breed bulls [28].

All of the selected Lidia individuals belonged to an “elite” group of aggressive bulls, selected by their breeders according to the standardized traits of aggressiveness, ferocity, face hiding and nobility on a categorical scale from 1 to 10 for each trait [14, 28]. The genealogical and behavioral scores of these traits have been recorded between 1984 and 2010 and analyzed by Menéndez-Buxadera et al. [15], using multi-trait reaction norm models, which revealed heritability values ranging between 0.230 and 0.308, with aggressiveness attaining the highest heritability score.

Non-related Lidia individuals were raised under an extensive farming system, pasture fed until 6–8 months prior to their sacrifice. At this stage bulls were separated into wide-fenced enclosures and fed with a fattening supplementary diet of ad-libitum high energy and highly digestible concentrates [29]. The Wagyu cattle handling practices are to raise animals freely grazing within the farm’s pastures at a young age to produce quality meat that satisfies consumer preferences and reduce production costs. From 11 months until their sacrifice, the animals are fed with a high-concentrate diet (ad-libitum) to induce higher intramuscular fat [30].

Prior to the “corrida” event, the Lidia bovines were incited to develop agonistic-aggressive behaviors, with their performance measured, based on the four traits defined above. The eight individuals displayed similar scores (Supplementary Table 2). The Wagyu bovines were handled in the same batch as they were reared in and were transported together to the slaughterhouse, which entails inherent stress to them; as expected from their natural docile behavior, no agonistic encounters were registered among them nor against the personnel at the slaughterhouse.

PFC samples from the Lidia and Wagyu bulls were taken at the Plaza de Toros and slaughterhouse cutting rooms, respectively. To retrieve the PFC samples, the same method was used in all cases: skulls were cut in a transverse plane into dorsal and ventral halves to expose the brains. Samples from the right half of the dorsal brain of each bull were used for the transcriptomic study (Figure S1) harvesting PFC tissue samples (0.2 -0.3 gr) from both cohorts less than 1 h *post-mortem*. Sampling was performed with unaided eye by the same person and by using a set of sterilized and autoclaved scalpels and tissue scissors. The collection of samples was recorded using photographs and anatomical location of the sequenced brain regions is presented in Figure S1. Samples were immediately immersed in RNA-later™ (Thermo Fisher Scientific, Madrid, Spain), followed by 24-h storage at 5 °C and long-term conservation at − 80 °C.

### RNA extraction, sequencing and bioinformatics analyses

Total RNA was extracted from postmortem PFC tissue using the RNeasy Lipid Tissue Mini Kit (QIAGEN, Spain) according to the manufacturer’s instructions. Tissuelyser (QIAGEN, Spain) was used to homogenize samples. RNA quantification and purity were assessed with a Nanodrop ND-1000 spectophotometer (Thermo Fisher Scientific, Madrid, Spain) and RNA integrity number (RIN) was determined using the Bioanalyzer-2100 equipment (Agilent Technologies, Santa Clara, CA, USA). To guarantee its preservation, RNA samples were treated with RNAstable (Sigma-Aldrich, Madrid, Spain), and shipped at ambient temperature to the sequencing laboratory (DNA-link Inc. Seoul, Korea) to perform high throughput sequencing using a Novaseq 6000 sequencer (Illumina, San Diego, CA, USA). For quality check, the OD 260/280 ratio was determined to be between 1.87 and 2.0. Library preparation for Illumina sequencing was done using the Illumina Truseq Stranded mRNA Preparation kit (Illumina, San Diego, CA, USA). Sequencing was performed in 100 base paired-end mode, followed by automatic quality filtering following Illumina specifications. All these processes were performed according to the manufacturer’s instructions. Individual reads were de-multiplexed using the CASAVA pipeline (Illumina v1.8.2), obtaining the FASTQ files used for downstream bioinformatics analysis.

Read quality of the sixteen RNA-seq datasets was checked and trimmed using PRINSEQ v. 0.20.4 [31]. Trimmed reads were then mapped to the bovine reference genome (*Bos taurus* ARS.UCD 1.2) with STAR v.2.7.3a [32], using default parameters for pair-end reads and including the Ensembl *Bos taurus* ARS-UCD 1.2 reference annotation. The SAM files generated by STAR, which contains the count of reads per base aligned to each location across the length of the genome, were converted into a binary alignment/map (BAM) format and sorted using SAMTools v.0.1.18 [33]. The aligned RNA-seq reads were assembled into transcripts and their abundance in fragments per kilobase of exon per million fragments mapped (FKPM) was determined with Cufflinks v.2.2.1 [34, 35]. The assembled transcripts of all samples were merged using the Cufflinks tool “Cuffmerge”. Analysis of differential gene expression across aggressive and non-aggressive groups was performed using Cuffdiff, included also in the Cufflinks package. A Benjamini-Hochberg False Discovery Rate (FDR), which defines the significance of the Cuffdiff output, was set as threshold for statistically significant values of the Differentially Expressed Genes (DEG). The R software application CummeRbund v.2.28.0 [36] was used to visualize the results of the RNA-seq analysis.

### Cross-species comparative analysis (CSCA)

Because no other differential expression analysis using cattle as an animal model for aggressive behaviors has been conducted before, we performed a comparison between our DEG and a cross-species compendium of genes associated with aggressiveness previously identified in different studies in humans, rodents, foxes, dogs and cattle, as proposed by Zhang-James et al. [37]. The gene-set compendium is a list based on four main categories of genetic evidence: i) two sets of genes identified in different genome-wide association studies (GWAS) in humans, one for adults and the other for children [38]; ii) one set of genes showing selection signatures in Lidia cattle [16, 18]; iii) four sets of genes differentially expressed in rodents [39, 40] and one in silver foxes [24, 41]; and iv) three sets of genes with causal evidence from the Online Mendelian Inheritance in Man (OMIM) database, a knockout (KO) mice report and causal evidence in dogs retrieved from the Online Mendelian Inheritance in Animals (OMIA) database [25, 36].

To homogenize the compendium gene-list with our DEG, gene official names from cattle were converted to their human orthologues using biomaRt [41]. In order to establish a ranking according to the total occurrence of each gene in the different sets, we assigned a weight (weighted ranking, WR) to each of our DEG in common with the compendium gene list, applying the same conditions proposed by Zhang-James et al. [36].

For statistical analysis of the intersection between our DEG and genes identified in different studies of aggression, we cross-referenced each gene list using Panther v.12.0 (www.pantherdb.org), NCBI HomoloGene,(www.ncbi.nlm.nih.gov/homologene) and Ensembl orthologue databases with the *Bos taurus* ARS-UCD 1.2 and Human reference (GRCh38.p13) genomes. If no human–bovine one-to-one orthologues were found in any database, we removed the relevant genes for statistical analysis. The compendium gene-list can be found in Supplementary Table 3.

To evaluate the possibility that Lidia divergence from the domesticated transcriptional profile of the Wagyu follows a similar pattern to divergence between archaic and modern humans, we compared the intersection of Lidia DEGs with genes containing disproportionate rates of high-frequency mutations in archaic compared modern humans and vice-versa. These included comparisons with genes harboring excess mutations, excess missense mutations, and excess mutations in regulatory regions. We also compared the Lidia DEGs with genes targeted by selective sweeps in modern human and domesticate evolution. These distinct gene lists (thirteen in total) are compiled by Zanella et al. 2019 [42] (Supplementary Table 4).

### Gene ontology and KEGG pathway enrichment analyses

To examine the relationships between differences in PFC gene expression among groups and their biological functions, the Log_2_ Signal Fold Change (FC) score was used to partition the DEG into up-regulated and down-regulated groups. The Panther database v.12.0 was then used to determine processes and pathways of major biological significance through the Over Representation test based on the Gene Ontology (GO) annotation function. Panther applies different algorithms using the uploaded reference lists as seeds and known interactions from the database as edges to generate content specific pathways. We used Fisher’s exact test for annotation and the FDR for multiple testing corrections, both for the up and down regulated DEG with *P*-values ≤0.05, to infer their pathway enrichment scores.

### Biological role of the genes in common with the CSCA: interactions and upstream regulators

The Ingenuity Pathway Analysis (IPA) (QIAGEN, www.qiagen.com/ingenuity) software was used to identify GOs, pathways and regulatory networks to which our DEG in common with the compendium gene-list belong, as well as these genes’ upstream regulators; a threshold of WR values greater than or equal to 1 was set for the DEG in common with the CSCA in order to restrict the analysis to the most significant genes within the compendium gene-set. IPA transforms a set of genes into a number of relevant networks based on comprehensive records maintained in the Ingenuity Pathways Knowledge Base. The networks are presented as graphics depicting the biological relationships between genes and gene products. The analysis of upstream regulators considers all possible transcription factors, as well as their predicted effects on gene expression contained in the Base repository. Therefore, IPA enables analysis of whether the patterns of expression observed in the DEG can be explained by the activation or inhibition of any of these regulators through an estimation of a z-score, a statistical measure of the match between the expected directional relationship between the regulator and its targets, based on observed gene expression [43].

## Results

### Sequencing and read assembly

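RNA from the PFC of 8 Lidia and 8 Wagyu bulls was sequenced as paired-end reads of 100 bases, and the 8 Lidia bulls came as 4 from La Quinta and 4 from Montealto. For each animal the authors deposited the Cufflinks abundance of 43984 transcripts of 27607 Ensembl genes on ARS-UCD 1.2, as FPKM, that is, fragments per kilobase of exon scaled to the fragments mapped, with the read coverage of each transcript. These values precede the merging of transcripts and the Cuffdiff comparison. The FPKM of a gene was taken as the sum over its transcripts, and the values hold no read counts and no scaling between animals. Within an animal, coverage divided by FPKM is the same for every transcript, which gives the number of fragments behind the FPKM when each fragment is taken as 200 bases. That number was between 13.7 M and 34.8 M in the Lidia group, with a median of 28.2 M, and between 7.67 M and 37.0 M in the Wagyu group, with a median of 31.6 M. The difference between the breeds was smaller than the spread between animals (exact two-sided permutation test, p = 0.683). Genes with a mean of at least 0.1 FPKM were compared between the breeds on the log2(FPKM + 0.1) scale with limma's moderated test with a variance trend and Benjamini-Hochberg adjustment. On this scale the change of genes with low values is understated. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.1. Every comparison was made on the FPKM as deposited and, beside it, after rescaling each animal by the median of its ratios to the geometric mean over the 15991 genes above 0 in all 16 animals. The deposited values carry Ensembl identifiers without symbols, so symbols were taken from Supplementary Table 5, and genes outside that table have no name here.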

The RNA-sequencing of the sixteen PFC samples generated an average of 78.3 million paired-end reads per sample. 

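In Supplementary Table 1 the animals have between 21.8 M and 40.2 M reads, of which 87.65 to 94.91% mapped uniquely. The fragments behind the deposited FPKM came to between 96.9 and 109% of those uniquely mapped reads in 14 of the 16 animals. In Wagyu replicate 5 they came to 28.8%, and in the fourth La Quinta bull of that table to 52.6%. The FPKM of these animals sum to 567732 and 439325, against 172575 to 244276 in the other 14. Their median-of-ratios factors were 2.19 and 1.77, and those of the other 14 animals lay between 0.612 and 1.12. Mitochondrial transcripts took 22.2 to 38.4% of the FPKM in the Lidia group and 17.8 to 39.3% in the Wagyu group, a difference within the spread between animals when all 16 were compared (exact two-sided permutation test, p = 0.115) and beyond it in the 14 animals other than Wagyu replicate 5 and the fourth La Quinta bull, with a higher share in the Lidia group (exact two-sided permutation test, p = 0.0111).

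**Figure D1:**
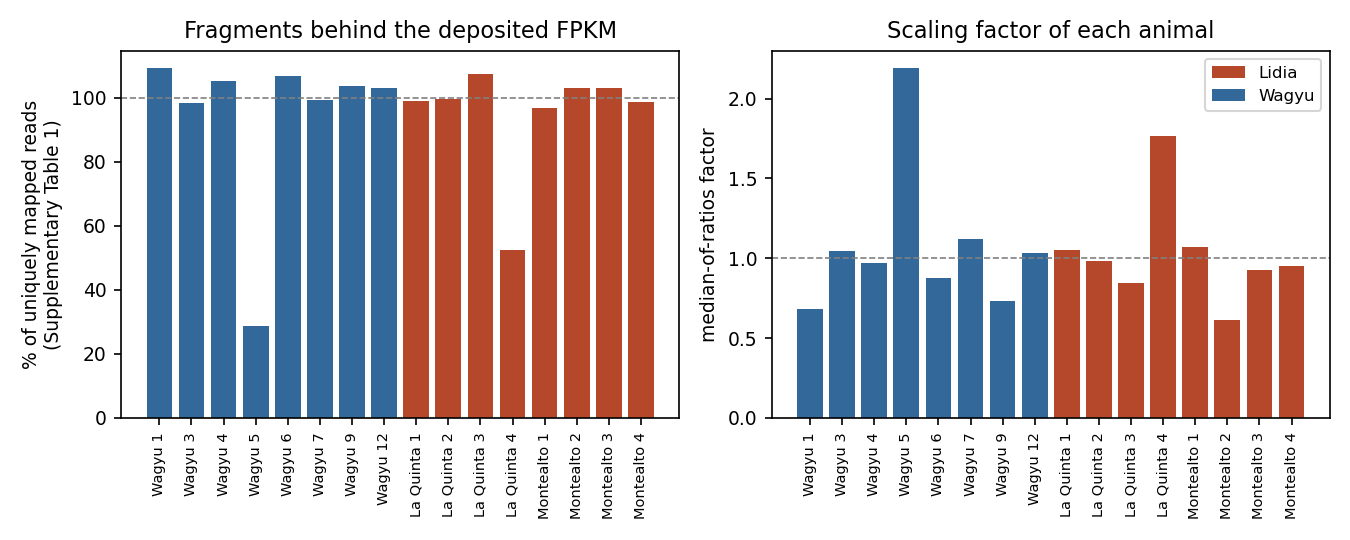
Left, fragments behind the FPKM of each animal, as a percent of its uniquely mapped reads in Supplementary Table 1, with a dashed line at 100%. Right, median-of-ratios scaling factor of each animal, with a dashed line at 1; bars are single animals, Lidia in red and Wagyu in blue. Wagyu 5 stands at 28.8% with a factor of 2.19 and La Quinta 4 at 52.6% with a factor of 1.77.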

The mean proportion of mapped reads with the STAR software was 91.8%, similar among different samples (from 88.07 to 94.91%) (Supplementary Table 1). The mapped reads were processed with Cufflinks toolkits for differential expression analysis, revealing a total of 16,384 DEG between the aggressive and non-aggressive groups; of these genes, 1196 were statistically significant, producing 10,640 isoforms (8.86 transcripts per gene) (Table 1, Fig. 1a). 

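Of 16614 genes tested on the FPKM as deposited, 0 passed the threshold, and the smallest adjusted p was 0.0523. At an unadjusted p under 0.05 there were 1022 genes. Among 23592 transcripts tested in the same way, 0 were called and 1309 had an unadjusted p under 0.05. Scaling moved these counts: median-of-ratios rescaling gave 367 called transcripts and upper-quartile rescaling 379. For genes, median-of-ratios rescaling gave 826 called of 16587 tested, with a smallest adjusted p of 6.6e-05, and 3493 at an unadjusted p under 0.05. Of those tested genes, 117 had all 8 Lidia values on one side of all 8 Wagyu values, where chance gives 0.0155% of genes.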

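On the FPKM as deposited, the genes at an unadjusted p under 0.05 comprised 789 with higher and 233 with lower values in the Lidia group, so that 77.2% were higher. None of them was called after adjustment. The median log2 fold change over all tested genes was -0.05. After median-of-ratios rescaling that median was -0.01, and 552 genes were called higher and 274 lower, 66.8% of the calls being higher. At an unadjusted p under 0.05 the same rescaling gave 1946 higher and 1547 lower genes, or 55.7% higher. Upper-quartile rescaling gave 638 genes called higher and 209 called lower, or 75.3% higher. At an unadjusted p under 0.05 it gave 2200 higher and 1210 lower, or 64.5% higher.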

Gene expression differences of the up-regulated DEG (log_2_FC ≥ 0.1) were greater in number, involving 918 genes, than those down-regulated; 278 DEG (log_2_FC ≤ 0.1) (Fig. 1b and c). 

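Of the 919 up-regulated and 278 down-regulated entries of Supplementary Table 5, 807 and 243 could be paired with one gene of the deposited values by identical start and end. On the FPKM as deposited, 806 of the 807 up-regulated genes had higher and all 243 down-regulated genes lower mean log2 values in the Lidia group. Of these, 506 and 118 had an unadjusted p under 0.05, and 0 passed the adjustment over all tested genes. Adjusted over the table's own genes alone, 338 and 45 passed. Rescaled, 718 and 222 had an unadjusted p under 0.05, and 704 and 220 passed when adjusted over the table's genes alone. The counts over the table alone show no stability, because the table was drawn from the same animals. After rescaling, 355 of the 807 and 105 of the 243 were called in the same direction. Over all 807 and 243 paired genes, called or not, the median log2 fold change after rescaling was 0.72 and -0.57. The medians of the paper's values for the same genes are 0.83 and -0.60.
The genes with the largest changes among those called after rescaling, with the Lidia and Wagyu values not overlapping, were VCAM1 (ENSBTAG00000007773) upwards and DIO2 (ENSBTAG00000001605) downwards. VCAM1 lies on chromosome 3 from 42553488 to 42576599 and had 1.38 ± 0.66 FPKM (SD, n = 8) in the Lidia group and 0.455 ± 0.317 FPKM (SD, n = 8) in the Wagyu group. The log2 fold change was 1.56 as deposited (standard error 0.36, limma adjusted p = 0.141) and 1.63 after rescaling (standard error 0.28, limma adjusted p = 0.0059). DIO2 lies on chromosome 10 from 91495432 to 91504569 and had 1.31 ± 1.09 FPKM (SD, n = 8) and 4.48 ± 2.88 FPKM (SD, n = 8), respectively. Its log2 fold change was -1.77 as deposited (standard error 0.39, limma adjusted p = 0.124) and -1.73 after rescaling (standard error 0.28, limma adjusted p = 0.00414). QPRT, ALDH1A1, ENSBTAG00000051030 and SOX21 followed upwards with rescaled log2 fold changes of 1.45, 1.45, 1.44 and 1.44. FKBP5, MT1E, EEF2K and HCLS1 followed downwards with -1.56, -1.44, -1.31 and -1.07.

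**Figure D2:**
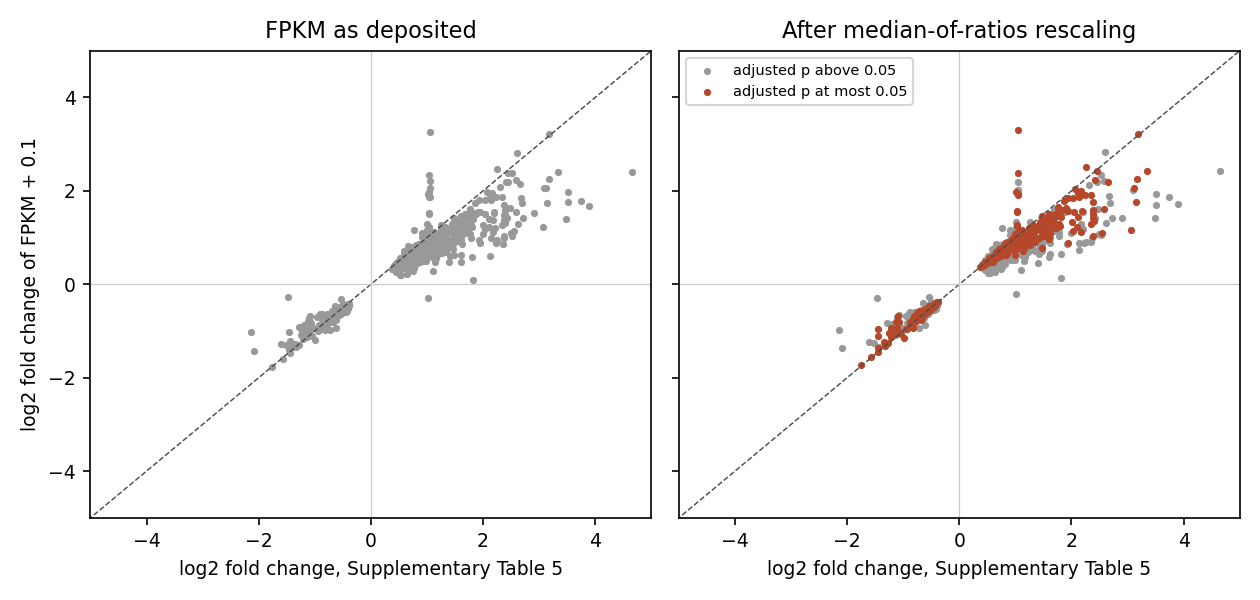
Log2 fold change of each gene of Supplementary Table 5 that could be paired, as the paper gives it (horizontal) and on the log2(FPKM + 0.1) scale (vertical), with FPKM as deposited on the left and after rescaling on the right; the dashed line marks equal values. Red points, 355 higher and 105 lower genes in the right panel and 0 in the left, have an adjusted p of at most 0.05.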

For the complete list of up and down-regulated DEG see Supplementary Table 5.

**Table 1:** Summary statistics of differentially expressed features

Classification	Transcripts
Significant DEG	1196
Up-regulated DEG	918
Down-regulated DEG	278
Differentially expressed isoforms	10,640

**Fig. 1:**
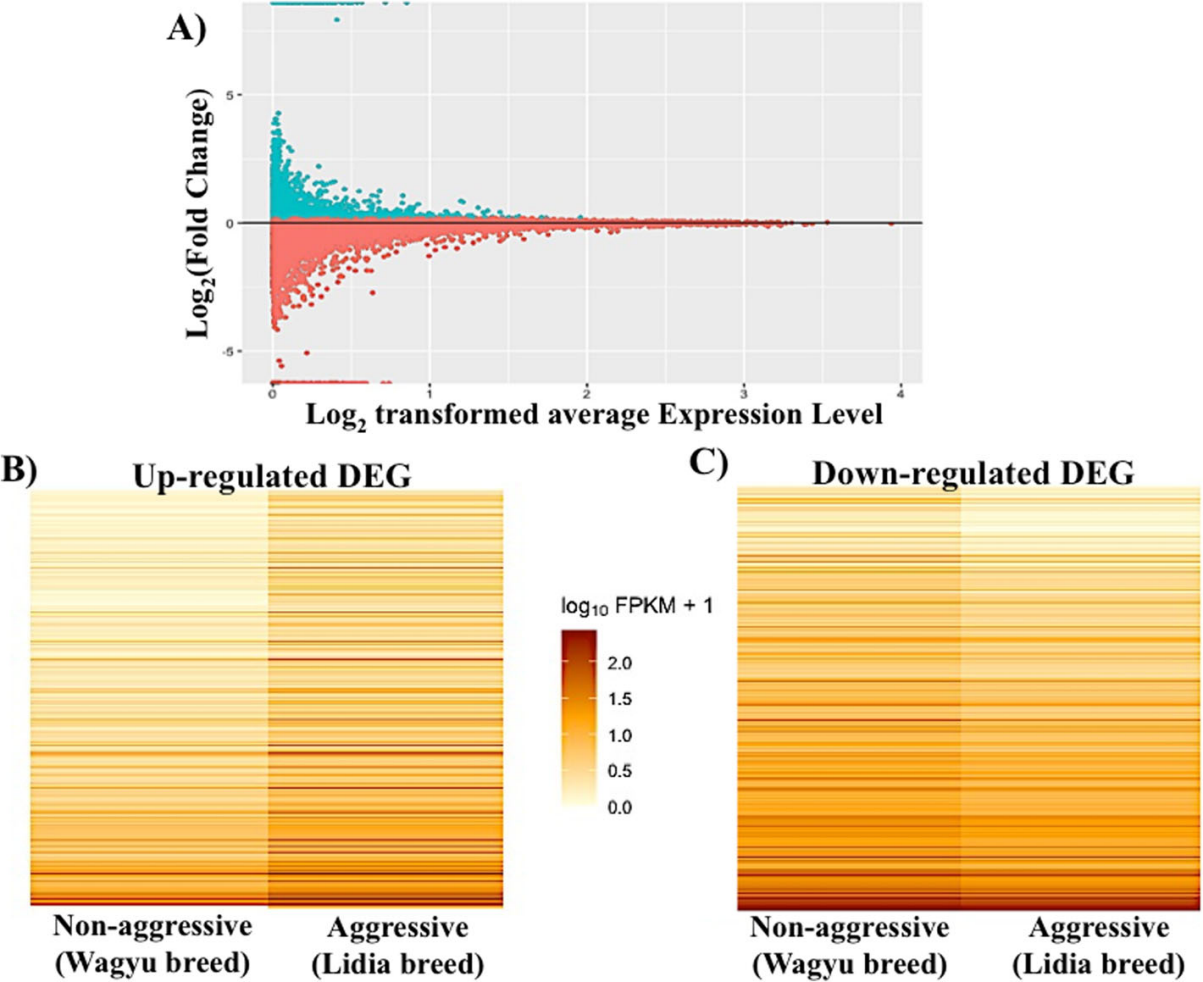
**a** MA-plot showing the distribution of differentially expressed genes (DEG). The Y-axis shows the log_2_ (Fold Change) of expression between aggressive and non-aggressive groups, and the X-axis corresponds to the log_2_ transformed average expression level for each gene across samples. Log_2_FC ≥ 0.1 and Log_2_FC ≤ 0.1 genes are represented by green and red dots, respectively. **b** Heatmap of up-regulated DEG in the aggressive group. **c** Heatmap of down-regulated DEG in the aggressive group

### Genes in common with the cross-species comparative analysis (CSCA)

The up and down-regulated DEG ≥1 WR values were compared with the compendium gene-list associated with aggressive behavior (Supplementary Table 3). This comparison yielded 50 genes, 24 up and 26 down-regulated in the aggressive group of Lidia individuals (Table 2).

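Of the genes of Table 2, 23 of the 24 up-regulated and all 26 down-regulated could be paired with a gene of the deposited values. All 23 had higher and all 26 lower mean log2 values in the Lidia group, with log2 fold changes from 0.35 to 2.47 and from -1.40 to -0.43. On the FPKM as deposited 0 of them were called. Adjusted over these genes alone, 14 passed as deposited and 44 after rescaling. These counts show no stability, because the genes were chosen as differing in the same animals. After median-of-ratios rescaling 7 up-regulated genes were called, namely DUSP1, PNRC2, SCARA5, RAB3IL1, ZNF786, TOX and IGF2, and 15 down-regulated genes, among them BDNF, CRHBP, EGR3, CNR1, HOMER1 and VGF. The down-regulated CRHBP (ENSBTAG00000020202), on chromosome 10 from 8104261 to 8118309, had 6.02 ± 2 FPKM (SD, n = 8) in the Lidia group and 11.9 ± 5.57 FPKM (SD, n = 8) in the Wagyu group, and all 8 Lidia bulls lay below every Wagyu bull after rescaling. This gave a log2 fold change of -0.94 (standard error 0.26, limma adjusted p = 0.181) as deposited and -0.90 (standard error 0.16, limma adjusted p = 0.00605) after rescaling, with the value of Wagyu replicate 5 far above those of the other Wagyu bulls in the deposited FPKM. Among the up-regulated genes, TOX (ENSBTAG00000004954), on chromosome 14 from 24946881 to 25258596, had 2.56 ± 0.521 FPKM (SD, n = 8) in the Lidia group and 1.82 ± 1.27 FPKM (SD, n = 8) in the Wagyu group. In limma's test the log2 fold change was 0.64 (standard error 0.28, limma adjusted p = 0.653) as deposited and 0.69 (standard error 0.13, limma adjusted p = 0.0103) after rescaling. The log2 fold change of DUSP1 (ENSBTAG00000013863), on chromosome 20 from 4540518 to 4543611, was 0.88 (standard error 0.30, limma adjusted p = 0.37) and 0.92 (standard error 0.22, limma adjusted p = 0.0263), respectively. SCARA5, EVC2 and FSTL5 lie in loci that hold a further gene, so their pairing is uncertain.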

**Table 2:** Up and down regulated DEG in common with the cross-species comparative analysis (CSCA)

**UP-REGULATED**		
**Gene symbol**	**Gene name**	**Weighted Ranking (WR)**
*SCD*	Stearoyl-CoA Desaturase	2.5
*LAMA2*	ADAM metallopeptidase with thrombospondin type 1 motif 1	2
*DRD2*	Dopamine receptor 2	1.5
*DUSP1*	Dual specificity phosphatase 1	1.5
*ANTRXR2*	ANTXR Cell Adhesion Molecule 2	1
*FGFR1*	Fibroblast growth factor receptor 1	1
*PDLIM4*	PDZ and LIM domain 4	1
*PNRC2*	Proline rich nuclear receptor co-activator 2	1
*SCARA5*	Scavenger Receptor Class A member 5	1
*RAB3IL1*	RAB3A Interacting Protein Like 1	1
*H3F3A*	H3.3 Histone A	1
*PAMR1*	Peptidase domain containing associated with muscle regeneration 1	1
*ADAMTS1*	ADAM metallopeptidase with thrombospondin type 1 motif 1	1
*ZAP70*	Zeta Chain of T Cell Receptor Associates Protein Kinase 70	1
*COL13A1*	Collagen type XIII alpha chain 1	1
*DACT2*	Dishevelled binding antagonist of beta catetin 2	1
*EPHX1*	Epoxide hydrolase 1	1
*EVC2*	EvC cillary complex subunit 2	1
*EYA2*	EYA Transcriptional co-activator and phosphatase 2	1
*ZNF786*	Zinc Finger protein 786	1
*RARRES1*	Retinoic Acid Receptor Responder 1	1
*SOX17*	SRY-Box Transcription Factor 17	1
*TOX*	Thymocyte Selection Associated High Mobility Group Box	1
*IGF2*	Insulin like growth factor 2	1

**DOWN-REGULATED**		
**Gene symbol**	**Gene name**	**Weighted Ranking (WR)**
*GAD2*	Glutamate decarboxylase 2	2
*DNAJB5*	Dnaj Heat shock protein family (Hsp40) member B5	2
*PNOC*	Propionociceptin	2
*RIMBP2*	RIMS Binding Protein 2	2
*ADCYAP1*	Adelynate cyclase activating polypeptide 1	1.5
*BDNF*	Brain derived neurotropic factor	1.5
*BCL2L1*	BCL2 Like 1	1.5
*CNR1*	Cannabioid Receptor 1	1.5
*CRHBP*	Corticotropin releasing hormone binding protein	1.5
*DGKG*	Diacylglycerol Kinase Gamma	1.5
*EGR3*	Early growth response 3	1.5
*HOMER1*	Homer scaffold protein 1	1.5
*PAK3*	P21 (RAC1) activated kinase 3	1.5
*CBLN1*	Cerebelin 1 Precursor	1.5
*SLC24A2*	Solute carrier family 24 member 2	1
*VGF*	VGF nerve growth factor inducible	1
*CDH13*	Cadherin 13	1
*PDE4D*	Phosphodiesterase 4D	1
*ARHGEF3*	Rho Guanine Nucleotide Exchange Factor 3	1
*COL4A1*	Collagen Type IV Alhpa I Chain	1
*FSTL5*	Follistatin Like 5	1
*JAZF1*	JAZF Zinc Finger 1	1
*ISM1*	Isthmin 1	1
*ZBTB16*	Zinc FB Finger and BTB Domain Containing 16	1
*ARHGAP25*	Rho GTPase Activating Protein 25	1
*SEL1L3*	SEL1L Family Member 3	1

### Functional annotation and biological pathway analysis

A GO analysis of the pathways and biological processes identified in the dataset lists containing significant up and down-regulated transcripts was carried out. Among the 918 up-regulated DEGs in aggressive Lidia samples, Panther Over Representation test included 851 uniquely mapped IDs, displaying significant association with 881 GO biological processes (FDR ≤ 0.05), most of them related to heart morphogenesis and heart development, cellular adhesion, migration and differentiation, skeletal and smooth muscle development, central nervous system (CNS) development and function, and immune response (Supplementary Table 5). 

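The deposited values carry no pathway membership, and symbols were had for only 3 of 25 integrin subunits, 3 of 4 NOTCH receptors and 0 of 7 gonadotropins and their receptors, so no score over a whole family was made. By symbol, 0 of those 7 gonadotropins and receptors are among the paper's own up-regulated or down-regulated genes. Among the integrins, ITGB3 (ENSBTAG00000009987), on chromosome 19 from 46329945 to 46392416, had 1.09 ± 0.466 FPKM (SD, n = 8) in the Lidia group and 0.693 ± 0.318 FPKM (SD, n = 8) in the Wagyu group. Between the breeds its log2 fold change was 0.60 (standard error 0.27, limma adjusted p = 0.727) as deposited and 0.65 (standard error 0.17, limma adjusted p = 0.0382) after rescaling, when 1 of the 8 Lidia bulls lay above every Wagyu bull. ITGB4 and ITGB5 had log2 fold changes of 1.29 and 0.42 as deposited and of 1.33 and 0.46 after rescaling, and of the pair ITGB4 was called after rescaling. NOTCH1, NOTCH2 and NOTCH3, which gamma-secretase cleaves, had log2 fold changes of 1.12, 0.59 and 0.57 as deposited, with 0 called. After rescaling NOTCH1 and NOTCH3 were called, with log2 fold changes of 1.17 and 0.61. All of these genes come from the paper's own list, so their common direction was fixed by that choice.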

The Panther Pathway enrichment analysis retrieved five significant pathways: blood coagulation, integrin signaling, Alzheimer disease-presenilin, angiogenesis and gonadotropin-releasing hormone receptor pathways (Table 3).

**Table 3:** Panther enriched pathways of the up-regulated differentially expressed genes (DEG) in the aggressive Lidia breed

Pathway	DEG	Fold Enrichment	P-value	FDR
Blood coagulation	10	4.32	2.51E-04	8.33E-03
Integrin signaling pathway	29	3.85	5.47E-09	4.54E-07
Alzheimer disease-presenilin pathway	18	3.67	7.66E-06	4.24E-04
Angiogenesis	21	3.15	1.18E-05	4.92E-04
Gonadotropin-realizing hormone receptor pathway	23	2.26	7.08E-04	1.96E-02

Within the down-regulated DEGs in the aggressive cohort, the GO biological processes included 260 genes as uniquely mapped IDs implicated in 243 processes (FDR ≤ 0.05), the highest significant values being dendritic cell cytokine production, trans-synaptic signaling by endocannabinoid, trans-synaptic signaling by lipid, negative regulation of renin secretion into blood stream and melanocyte adhesion, all with 84.4 fold enrichment and two genes associated with each process (Supplementary Table 5). The Panther enrichment pathway analysis retrieved two significant down-regulated pathways in the aggressive Lidia breed, both involved in two different types of Heterotrimeric G-protein signaling (Table 4).

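Of 11 alpha subunits of the Gq, Go, Gi and Gs classes, 2 have a symbol here. GNAL (ENSBTAG00000002125), on chromosome 24 from 42652184 to 42723588, had 3.72 ± 0.94 FPKM (SD, n = 8) in the Lidia group and 7.14 ± 3.04 FPKM (SD, n = 8) in the Wagyu group. On the log2 scale the change was -0.88 (standard error 0.25, limma adjusted p = 0.197) as deposited and -0.83 (standard error 0.11, limma adjusted p = 0.00189) after rescaling, and after rescaling 8 of the 8 Lidia bulls lay below every Wagyu bull. GNA14 (ENSBTAG00000021127), on chromosome 8 from 53465620 to 53665709, differed in the other direction, with a log2 fold change of 0.69 (standard error 0.35, limma adjusted p = 0.878) as deposited and 0.73 (standard error 0.23, limma adjusted p = 0.0726) after rescaling. The test of the remaining subunits cannot be read by name.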

**Table 4:** Panther Enriched pathways of the down-regulated DEG in the aggressive Lidia breed

Pathway	DEG	Fold Enrichment	P-value	FDR
Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway	8	5.32	1.96E-04	1.63E-02
Heterotrimeric G-protein signaling pathway-Gi alpha and Gs alpha mediated pathway	9	4.34	3.33E-04	1.84E-02

### Signaling networks and upstream regulators enrichment analysis

We used the IPA software to identify pathways to which the top DEGs (≥1 WR values) in common with the CSCA belong, as well as to explore the prediction of signaling networks connecting the DEGs.

Significant results are summarized in Supplementary Table 6. The most relevant results were obtained under the *physiological system development and function* and the *disease and disorders* categories. Within these categories, the top of the list gathered terms related with *Nervous system development and function* (highest *p*-value range of 4.10E-08 and 6 DEGs), and *Neurological disease* (highest p-value range of 6.33E-06 and 5 DEGs), and Psychological disorders (highest p-value range of 6.33E-06 and 3 DEGs) in their respective categories*.*

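The genes joined in one network were compared singly. COL13A1 (ENSBTAG00000011741), on chromosome 28 from 26096194 to 26246128, had 1.38 ± 0.745 FPKM (SD, n = 8) in the Lidia group and 0.722 ± 0.462 FPKM (SD, n = 8) in the Wagyu group. The breeds differed by a log2 fold change of 0.86 (standard error 0.35, limma adjusted p = 0.603) as deposited and 0.90 (standard error 0.28, limma adjusted p = 0.0713) after rescaling. RAB3IL1 (ENSBTAG00000015745), on chromosome 29 from 40417000 to 40438948, had 2.88 ± 1.38 FPKM (SD, n = 8) in the Lidia group and 1.33 ± 0.484 FPKM (SD, n = 8) in the Wagyu group. The log2 fold change was 1.00 (standard error 0.27, limma adjusted p = 0.178) and 1.04 (standard error 0.19, limma adjusted p = 0.00792), respectively, and after rescaling 6 of the 8 Lidia bulls lay above every Wagyu bull. SCARA5 (ENSBTAG00000019636), on chromosome 8 from 10796505 to 10929733, where the locus holds 2 genes and the pairing is uncertain, had a log2 fold change of 1.16 (standard error 0.40, limma adjusted p = 0.395) as deposited and 1.21 (standard error 0.32, limma adjusted p = 0.0394) after rescaling. ADCYAP1 (ENSBTAG00000020650), on chromosome 24 from 35733350 to 35739930, had 2.86 ± 1.14 FPKM (SD, n = 8) in the Lidia group and 6.46 ± 3.79 FPKM (SD, n = 8) in the Wagyu group. Its log2 fold change was -1.07 (standard error 0.31, limma adjusted p = 0.205) as deposited and -1.03 (standard error 0.21, limma adjusted p = 0.0137) after rescaling, and in the rescaled values 7 of the 8 Lidia bulls lay below every Wagyu bull.

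**Figure D3:**
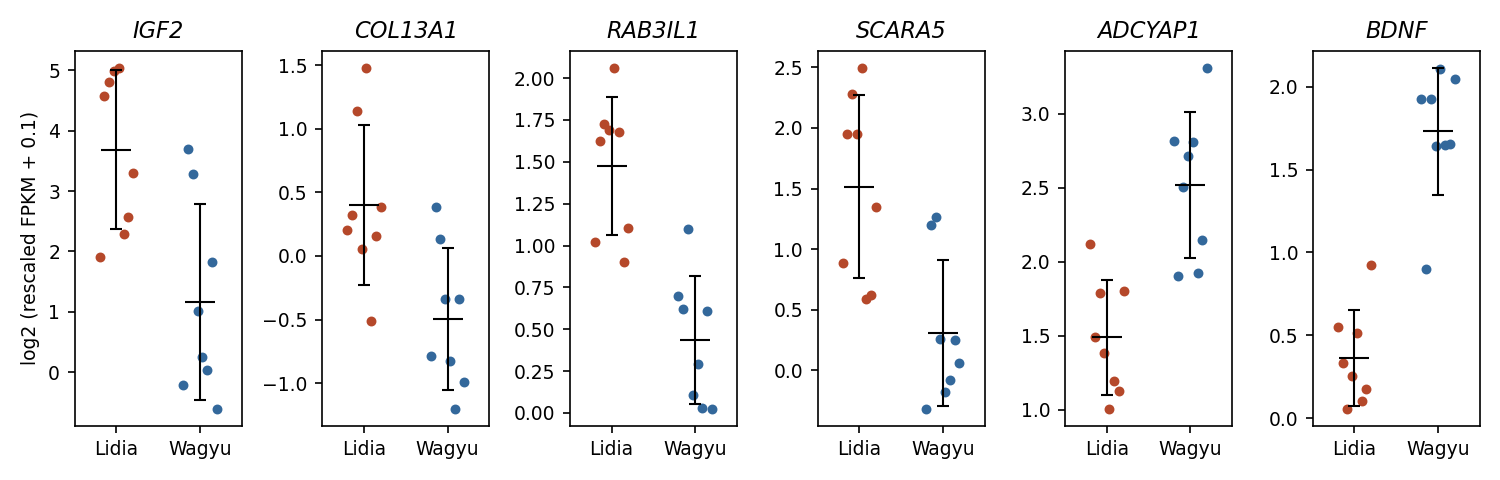
Log2 of the rescaled FPKM + 0.1 of IGF2, COL13A1, RAB3IL1, SCARA5, ADCYAP1 and BDNF in each of the 8 Lidia (red) and 8 Wagyu (blue) bulls, each panel with its own axis. Points are single animals, horizontal bars the mean and whiskers the SD; for BDNF, 7 of the 8 Lidia bulls lie below every Wagyu bull.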

The top-scoring regulatory network predicted that 6 DEG; four up (*IGF2*, *COL13A1*, *RAB3IL1* and *SCARA5*) and two down-regulated (*ADCYAP1* and *BDNF*) in the aggressive cohort display interaction with 35 molecules. 

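IGF2 (ENSBTAG00000013066), on chromosome 29 from 49394907 to 49422468, had 19.9 ± 18.6 FPKM (SD, n = 8) in the Lidia group and 4.09 ± 4.82 FPKM (SD, n = 8) in the Wagyu group, so that the SD was close to the mean. After rescaling 4 of the 8 Lidia bulls lay above every Wagyu bull. This gave a log2 fold change of 2.47 (standard error 0.68, limma adjusted p = 0.188) as deposited and 2.52 (standard error 0.68, limma adjusted p = 0.0431) after rescaling. Those 4 bulls also have the highest means of the leptomeningeal markers in the Lidia group, as set out under the other observations. BDNF (ENSBTAG00000008134), on chromosome 15 from 58385523 to 58422131, had 1.25 ± 0.458 FPKM (SD, n = 8) in the Lidia group and 3.51 ± 1.49 FPKM (SD, n = 8) in the Wagyu group, and its log2 fold change was -1.41 (standard error 0.27, limma adjusted p = 0.0852) as deposited. After rescaling it was -1.37 (standard error 0.16, limma adjusted p = 8.6e-04). BDNF thus missed the threshold on the deposited FPKM and passed it after rescaling.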

Two of those 6 DEGs, the up-regulated IGF2 and the down-regulated BDNF interact with most of the network’s molecules (Fig. 2). Furthermore, the functional network analyses predicted that 16 of these molecules are associated with behavioral function, among them *aggressive behavior* (*p*-value 2.99E-05) (Table 5).

**Fig. 2:**
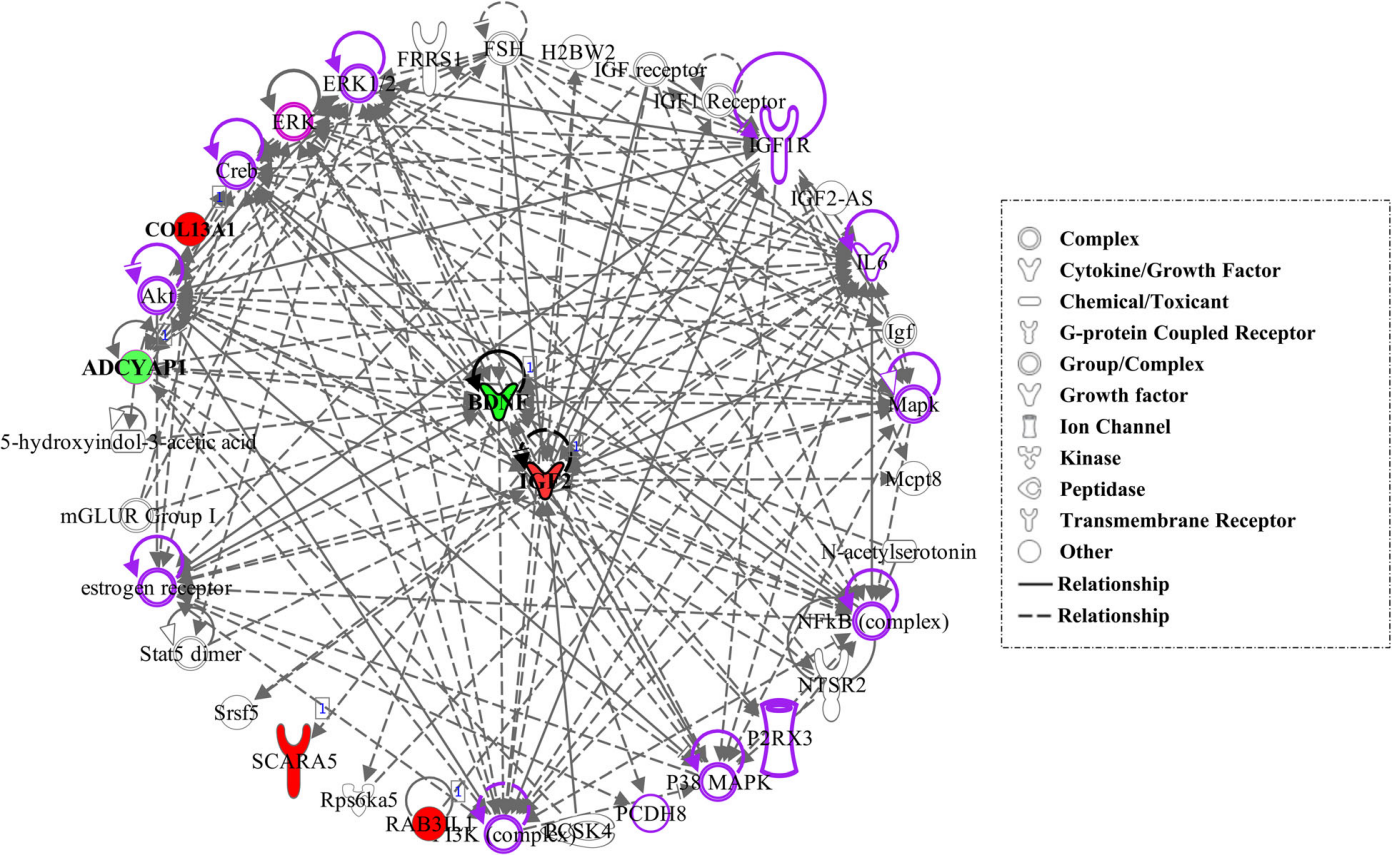
Top-scoring regulatory network identified with the IPA software, highlighting behavior related functions. Up and down-regulated differentially expressed genes (DEG) in the aggressive Lidia breed are displayed with red (up-regulated) and green (down-regulated) nodes, respectively. Genes are represented as nodes, and the molecular relationships between nodes are represented either as straight lines for direct interactions, or dotted lines for indirect interactions. The molecules highlighted in purple are those associated with the behavioral features detailed in Table 5

**Table 5:** Regulatory network molecules involved in the category of *Diseases and Functions* associated with behavioral features

Diseases and Functions	Molecules	P-value	Genes
Emotional behavior	8	1.00 E-05	IGFR1, NFkB, estrogen receptor, Akt, *ADCYAP2, IL6*
Aggressive behavior	4	2.99E-05	*ADCYAP1, IL6, BDNF*, estrogen receptor
Hyperactive behavior	3	2.42E-05	*BDNF, ADCYAP1, IL6*
Depression-related behavior	2	2.71E-04	*BDNF, IL6*
Face Washing Behavior	1	5.29E-04	*ADCYAP1*

Finally, the upstream analysis tool of the IPA package was used to identify the potential upstream regulators that may explain the differential patterns of expression between the up and down regulated DEGs in common with the CSCA in the aggressive cohort. By doing so, five main upstream regulators were identified: Insulin-Like Growth factor 2- Antisense RNA (IGF2-AS; p-value 2.53E-07), Neurotrophic Receptor Tyrosine Kinase 1 (*NTRK1; P*-value 2.32E-05), Zinc finger BED-Type Containing 6 (*ZBDE6;* p-value 4.71E-05), RAD21 Cohesin complex component (*RAD21;* p-value 5.58E-05), and Hedgehog (Hh; p-value 1.03E-04) (Fig. 3). All these genes, RNAs and proteins appear to be involved in a heterogeneous array of biological functions related to behavior development and cell-to-cell signaling interactions.

**Fig. 3:**
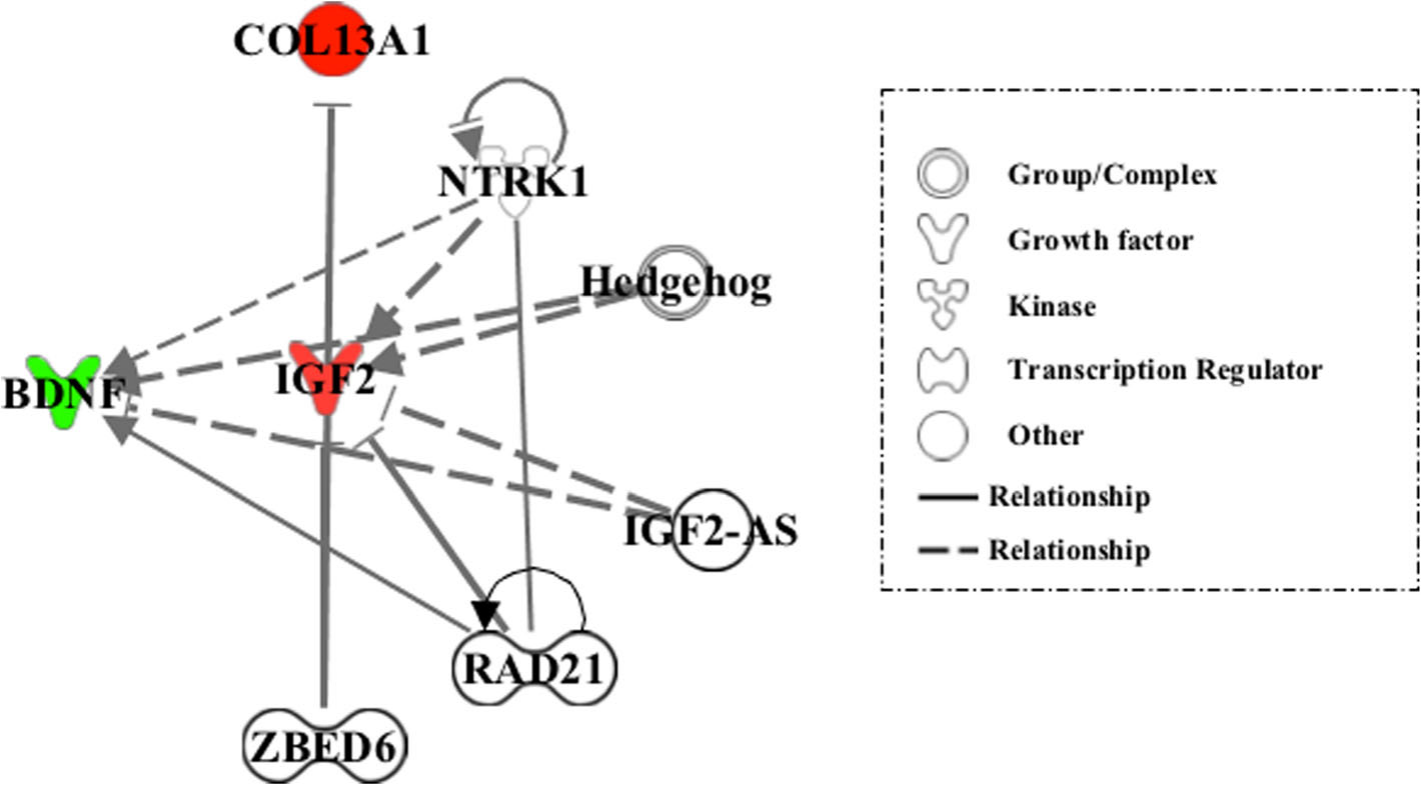
Major upstream regulators of the network of differentially expressed genes (DEG) in the aggressive Lidia group. There are five up-stream regulators predicted to be activated (underlined in black color). In red (up-regulated) and green (down-regulated) we can see the genes with expression changes in response to the activation of the upstream regulators. The shapes of the nodes represent the functional class of each gene or gene product, as defined in the legend. The straight and dashed lines represent direct and indirect interactions

### Statistical analysis of aggression-associated differentially expressed genes (DEG)

In order to test whether the 50 DEGs with WR values of 1 or above identified in common with the CSCA represent a statistically significant association with aggressive behavior, we calculated the cumulative hypergeometric probability of this overlap occurring. Following removal of genes with no known orthologues in cattle from the list of aggression-associated genes, 1701 genes remained. Of these, 654 had a weighted ranking of 1 or above. Among the 1196 Lidia DEGs, 1157 had known one-to-one orthologues with humans, of which 50 were matches among the 654 genes with WR ≥ 1.

Given the estimated 22,000 genes in the bovine genome [44], the probability of there being 50 or more DEGs among the 654 aggression-associated genes was significantly above chance (*p* = 0.005). 

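With 0 genes called on the FPKM as deposited, 0 called genes lay in the compendium. After median-of-ratios rescaling, 449 called genes had a symbol, and 21 of them were compendium genes with a WR of 1 or above. The background for this test was the 1000 tested genes with a symbol, 48 of them in the compendium, and the overlap did not exceed chance (one-sided Fisher's exact test, p = 0.621). By direction, 15 of the 102 genes called lower were in the compendium, against 27 of the 232 tested down-regulated genes of the paper's list (one-sided Fisher's exact test, p = 0.139), and 6 of the 347 called higher, against 21 of its 768 tested up-regulated genes (one-sided Fisher's exact test, p = 0.964). Set against all 1000, the genes called lower gave p = 3.1e-05 (one-sided Fisher's exact test), a background in which the down-regulated genes already hold the larger share of the compendium. All 1000 come from the paper's own list, so the test compares genes called here with the rest of that list and not with the genome. The paper's list was also compared with the compendium of Supplementary Table 3 by symbol, without removal of genes that lack an orthologue. Of 1131 symbols, 53 were among the 677 with a WR of 1 or above, a ratio to chance of 1.52 with 22000 genes (one-sided Fisher's exact test, p = 0.00159) and of 1.29 with 18700 genes (one-sided Fisher's exact test, p = 0.0324).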

When restricting our analysis only to genes likely to be expressed in the cortex based on findings in other mammals—estimated at 85% of protein-coding genes in the genome [45] (18,700 genes in the case of cattle)—the probability of having 50 genes in our intersection was more likely to have occurred by chance (*p*-value = 0.07).

It could be considered that brain-expression studies of aggression in model animals (e.g. mouse, rat, and fox) are most similar in kind to our study. When we took only genes weight-ranked 1 or above that had been identified in previous expression studies (i.e. identified in at least two expression studies, or in one such study, as well as at least one GWAS, selective sweep, knock-out study, OMIM, or OMIA) 96 genes remained from our CSCA. Of these 13 were also present among the Lidia DEGs, a number significantly unlikely to have occurred by chance even under the restrictive analysis limiting our total genome population to the estimated 18,700 brain-expressed genes (*p*-value = 0.006). It should be noted that under more permissive analyses, where weighted ranking was not taken into account, all intersections between cattle DEGs and aggression-associated genes were significant, whether considering a genome population size of 22,000 or 18,700 genes, and whether considering all or only brain expression studies. These results confirm Lidia cattle as a valid model for the study of reactive aggression.

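After rescaling, 7 of the 449 called genes with a symbol belonged to this part of the compendium, of 13 among the 1000 tested genes with a symbol (one-sided Fisher's exact test, p = 0.353); without rescaling the number was 0. Of the 7, 5 were among the 102 genes called lower, against 8 of the 232 tested down-regulated genes of the paper's list (one-sided Fisher's exact test, p = 0.237), and 2 among the 347 called higher, against 5 of its 768 tested up-regulated genes (one-sided Fisher's exact test, p = 0.747). Against all 1000, the genes called lower gave p = 0.00663 (one-sided Fisher's exact test). Selected by the same rule from Supplementary Table 3, without the removal of genes that lack an orthologue, this part held 104 symbols. Of the 1131 symbols of the paper's list 13 were in it, a ratio to chance of 2.07 with 18700 genes (one-sided Fisher's exact test, p = 0.0099). From such overlaps the paper concludes that Lidia cattle can serve as a model of reactive aggression.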

In the comparison with the high-frequency mutations and selective sweep studies in archaic humans, modern humans, and domesticated species (thirteen gene sets in total, compiled in [42], the only significant intersection was between the Lidia DEGs and genes with high frequency regulatory mutations in archaic compared to modern humans. 88 of the 1157 DEGs with known human orthologues were found among the 1003 genes with archaic high-frequency regulatory mutations (*p*-value = 0.0005, considering 18,700 as the total gene population size). This remained significant following Bonferroni correction for multiple comparisons (p-value = 0.007).

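Of the genes called after rescaling that have a symbol, 34 of 449 carried archaic regulatory mutations, against 73 of all 1000 tested genes with a symbol (one-sided Fisher's exact test, p = 0.429), and no gene was called without rescaling. Those 34 comprised 28 of 347 called higher, against 50 of the 768 tested up-regulated genes of the paper's list (one-sided Fisher's exact test, p = 0.0749), and 6 of 102 called lower, against 23 of its 232 tested down-regulated genes (one-sided Fisher's exact test, p = 0.982). In Supplementary Table 4, 999 symbols are listed with such mutations, where the paper gives 1003 genes, so the list used here may be incomplete. Of the 1131 symbols of the paper's list, 88 were among the 999, a ratio to chance of 1.46 with 18700 genes (one-sided Fisher's exact test, p = 0.00023). Of these 88, 61 were up-regulated and 27 down-regulated in the paper's list. Gene length and expression level were not matched in this comparison.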

## Discussion

Understanding the complexity of the mechanisms behind the development of aggressive behaviors in humans and animals is still a challenge, although several molecular studies using different animal models have addressed this goal in recent years [16, 18, 24, 36–40, 46]. The present study represents the first description of transcriptional mechanisms affecting aggressive behavior in cattle.

The number of DEG identified in the bovine PFC (16,384) is similar to that identified in mice (15,423) [47] and silver foxes (14,000) [40], the latter also in the PFC. After correcting for Log_2_ Fold Change (FC), 918 up and 278 down-regulated genes displayed a wide array of functional pathways. Within the up-regulated enriched pathways in the aggressive cohort, we found biological functions related with processes such as cellular, muscular and SNC development and function, heart formation and development, and immune responses (Supplementary Table 5). Similar results were obtained by Kukekova et al. [24]; they compared the PFC expression between aggressive and docile strains of silver fox and also observed an enrichment of pathways related to cellular movement, growth and proliferation, hematological system development and antigen presentation.

Among the top enriched up-regulated pathways in the aggressive Lidia group, the integrin and Alzheimer disease-presenilin signaling pathways are well-known gene routes in the development of abnormal aggressive behaviors [48] (Table 3). 

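The laminins, which are ligands of integrins, had symbols for 4 of 11 chains. Their log2 fold changes ran from 0.37 to 0.84 as deposited, with 0 called, and from 0.42 to 0.89 after rescaling, when LAMB1 and LAMB2 were called. The locus of LAMB1 holds several genes, so its pairing is uncertain.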

In the nervous system, integrins are essential molecules for neuroplasticity, i.e. the ability to adapt to internal and external stimuli by reorganizing its structure, function and connections [49]. Increased expression of integrins contributes to imbalanced synaptic function in specific pathological conditions, such as Alzheimer disease and schizophrenia, both often accompanied by episodic aggression and violence [48]. It has been shown that aberrant presenilin expression also plays an important role in Alzheimer’s disease, with behaviors such as agitation and aggression frequently occurring in patients [22, 50].

Furthermore, the overexpression of genes belonging to the gonadotropin-realizing hormone (GnRH) receptor pathway may have a strong impact on the biological mechanisms leading to aggression. In boars, it has been observed that increased serum concentrations of GnRH result in higher levels of testosterone [51]. Testosterone is a sex hormone that has been implicated in the modulation of PFC activity; when increased, it may affect fear-processing circuitry, which has been associated with reactive and abnormal aggressive responses [52, 53].

Curiously, the up-regulated pathway showing the highest over-representation in the group of animals displaying agonistic behavior (4.32 fold enrichment), includes genes associated with blood coagulation. 

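Of 31 genes of blood coagulation, 8 have a symbol here, all from the paper's up-regulated genes. Their log2 fold changes lay between 0.38 and 1.26 as deposited, with 0 called, and between 0.43 and 1.30 after rescaling, when F3, PROS1 and TFPI2 were called. TFPI2 (ENSBTAG00000015844), an inhibitor of the tissue factor pathway on chromosome 4 from 11204075 to 11208760, had 0.368 ± 0.149 FPKM (SD, n = 8) in the Lidia group and 0.169 ± 0.0777 FPKM (SD, n = 8) in the Wagyu group. In limma's test the log2 fold change was 0.79 (standard error 0.26, limma adjusted p = 0.345) as deposited and 0.84 (standard error 0.20, limma adjusted p = 0.0238) after rescaling. PROS1 (ENSBTAG00000023652), on chromosome 1 from 38203313 to 38267163, had 6.66 ± 5.2 FPKM (SD, n = 8) in the Lidia group and 2.3 ± 1.24 FPKM (SD, n = 8) in the Wagyu group, with a log2 fold change of 1.26 (standard error 0.43, limma adjusted p = 0.364) and 1.30 (standard error 0.34, limma adjusted p = 0.038), respectively.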

The links between the blood coagulation system and behavior are increasingly being recognized. For example, Yang et al. [54] observed a strong association of genes belonging to the blood coagulation pathway with human psychiatric disorders, such as major depression and suicidal behavior. The interrelation of hemostasis and angiogenesis, whereby the regulation of angiogenesis during vessel repair is mediated by proteins secreted by platelets [55], may explain the concomitant up-regulation of the angiogenesis pathway found here.

Regarding the down-regulated DEG detected in the group of aggressive animals, we found heterotrimeric G-protein pathways strongly suppressed (Table 2B). These routes are the main signaling pathways downstream of receptor activation and have been functionally associated with major depression and bipolar disorders [56]. The fighting reaction elicited in bulls in a *corrida* may temporarily antagonize the mechanisms implicated in low reactivity mental states, similar to those described in major depressive disorder [56].

To further disentangle the mechanisms activated by agonistic behaviors, we compared our dataset of DEG with those reported by Zhang-James et al. [34] in humans and mice, Kukekova et al. [24] in the silver fox, Eusebi et al. [16, 18] in cattle and Våge et al. [25] in dogs. As shown in Table 2, the level of concordance was low (50 genes in common were identified). Similarly, Zhang-James et al. [36] reported a modest gene overlap between different categories of genetic evidence (human GWAS, genes with known causal evidence and rodent transcriptome genes). According to these authors, the lack of overlap between studies suggests differences in the genetic etiology of aggression in different species and populations, and supports the complementarity of the gene sets detected. Nonetheless, the 50 genes we identified represented an above-chance intersection between Lidia DEG and the highest weighted aggression-associated genes in our CSCA.

All of the 24 up-regulated genes associated with aggressiveness and shared with previous studies, are essential for neurodevelopment. The highest weight-ranked gene was the Laminin Subunit Alpha 2 (*LAMA2)*, which encodes an extracellular matrix protein, and a mutation on which is associated with denervation atrophy of the muscle [57]. 

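LAMA2 (ENSBTAG00000010229), on chromosome 9 from 67153459 to 67556512, had low values, with 0.306 ± 0.173 FPKM (SD, n = 8) in the Lidia group and 0.163 ± 0.11 FPKM (SD, n = 8) in the Wagyu group. Between the breeds its log2 fold change was 0.59 (standard error 0.31, limma adjusted p = 0.914) as deposited and 0.63 (standard error 0.23, limma adjusted p = 0.124) after rescaling, so it was not called under either. After rescaling 5 of the 8 Lidia bulls lay above every Wagyu bull. With a pseudocount of 1 or 0.01 in place of 0.1, the log2 fold change on the deposited FPKM was 0.16 or 0.86, since the pseudocount is of the size of the values.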

The D2 dopamine receptor (*DRD2*) was identified as one of the top ranked genes and has been widely studied in schizophrenia, for which SNPs located in the gene promoter affect its transcriptional activity [58]. 

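DRD2 (ENSBTAG00000010860), on chromosome 15 from 23969723 to 23982733, had 0.567 ± 0.2 FPKM (SD, n = 8) in the Lidia group and 0.349 ± 0.262 FPKM (SD, n = 8) in the Wagyu group. The difference was not past the threshold, with a log2 fold change of 0.66 (standard error 0.30, limma adjusted p = 0.707) as deposited and 0.71 (standard error 0.24, limma adjusted p = 0.0944) after rescaling. In the rescaled values 6 of the 8 Lidia bulls lay above every Wagyu bull.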

Among the 26 down-regulated genes in common with the CSCA, a notable finding concerns the Glutamate Decarboxylase 2 (*GAD2*) one of our highly ranked genes which is considered a “top-down” modulator of aggressive acts, playing a pivotal role in the control systems deployed by the PFC to moderate agonistic reactions [59]. This gene, is a Gamma-aminobutyric acid (GABA)-synthesizing enzyme (converting glutamate to GABA), which has an inverse but linear relationship with measures of aggression: low levels of GABA in the anterior cingulate cortex are associated with high levels of aggression [59].

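GAD2 (ENSBTAG00000008056), on chromosome 13 from 26665423 to 26728690, had 4.01 ± 1.8 FPKM (SD, n = 8) in the Lidia group and 6.88 ± 5.13 FPKM (SD, n = 8) in the Wagyu group. On the log2 scale the change was -0.57 (standard error 0.42, limma adjusted p = 0.999) as deposited and -0.53 (standard error 0.30, limma adjusted p = 0.332) after rescaling, so the gene was not called under either. The paper's own value, from the same animals, is -0.60. As deposited and after rescaling, the value of the second Montealto bull was the lowest of the Lidia group. In the rescaled values 7 of the 8 Lidia bulls lay below the Wagyu median and 0 of the 8 below every Wagyu bull.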

The downregulation of *GAD2* may contribute to a reversal of tameness or the maintenance/upregulation of wild-type aggression by targeting pathways typically implicated in the domestication process: Signals of selection across multiple domesticated species and in modern humans point to disproportionate targeting of metabotropic and kainite receptor genes that most often attenuate glutamatergic signaling. This has been proposed to alter the balance of glutamate-GABA interactions in stress-response circuits, including in prefrontal and limbic regions that regulate the hypothalamic-pituitary-adrenal (HPA) axis [9]. An attenuation of GABAergic signaling via downregulation of *GAD2* is likely to have the concomitant effect of altering inhibitory-excitatory balance in Lidia cattle. Further evidence for such alterations is suggested in the Panther GO enrichment analysis of downregulated DEG (Supplementary Table 5). The top enriched categories — regulation of amino acid import across plasma membrane (GO:0010958) and regulation of amino acid transmembrane transport (GO:1903789) — are each comprised of multiple genes that regulate the import of and uptake of glutamate (Supplementary Table 5). This is complemented by evidence of downregulated expression in Lidia cattle of the GABA-A receptor genes *GABRA3* and *GABRG2* as well *SLC17A7*, which encodes a vesicular glutamate transporter. 

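GABRA3 (ENSBTAG00000006691), on chromosome X from 34602113 to 34842545, where the locus holds 4 genes and the pairing is uncertain, had a log2 fold change of -0.56 (standard error 0.40, limma adjusted p = 0.999) as deposited and -0.52 (standard error 0.28, limma adjusted p = 0.317) after rescaling. Its deposited FPKM in the second Montealto bull lay far below those of the other Lidia bulls. SLC17A7 (ENSBTAG00000007036), on chromosome 18 from 55889117 to 55900355, had 120 ± 37.3 FPKM (SD, n = 8) in the Lidia group and 166 ± 79.3 FPKM (SD, n = 8) in the Wagyu group, with a log2 fold change of -0.43 (standard error 0.25, limma adjusted p = 0.999) as deposited and -0.39 (standard error 0.12, limma adjusted p = 0.0715) after rescaling. Neither gene was called under either scaling.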

Our observation that genes associated with archaic human regulatory changes show above-chance intersection with Lidia cattle DEGs mirrors findings that genetic changes in anatomically modern humans converge with those of domesticated species (including cattle) [9, 10]. Given that the relevant archaic genomic regions are implicated in the regulation of gene expression, our findings open up the intriguing possibility that the Lidia share aspects of their neurotranscriptomic and behavioral profile with archaic humans, including elevated stress and aggressive reactivity.

The analysis of the data with the IPA upstream enrichment tool retrieved one regulatory network related to diverse functions such as behavior, cellular movements and embryonic development. In the network shown in Fig. 2, two Mitogen Activated Protein Kinases (*MAPK*) and two Extracellular Signal Regulated Kinases (*ERK*) (outlined in grey color) occupy a position within the network. Similar results were obtained by Zhang-James et al. [36], who also identified ERK/MAPK signaling as mechanisms underlying aggression. Malki et al. [36] performed a genome-wide transcriptome analysis of mouse models of aggression and also observed that the MAPK signaling pathway was differentially expressed between the aggressive and non-aggressive lines. The *MAPK/ERK* cascade is a key regulator of cell growth and proliferation, but most important, this signaling pathway activates the binding of different integrins at the cell surface to extracellular matrix proteins [60], linking its function with the up-regulated integrin pathway explained above. This pathway is also highlighted as having been altered in multiple domestication events (including that of cattle), as well as in modern-human evolution [10].

Finally, five upstream regulators were predicted to be major transcriptional regulators of a set of three DEGs; two up-regulated (*COL13A1*and *IGF2*) and the down-regulated *BDNF* gene (Fig. 3). The modulator effect of these molecules appears to increase the up-regulation of biological processes such as hyperactive behavior and anxiety, which are often associated with aggressiveness, as well Alzheimer disease, in concordance with the above findings. We also found that the upstream regulators promote an increase in nociception. Although distinct from aggressive reactivity, an enhancement in the capacity of Lidia cattle to respond to potentially damaging stimuli may promote the display of aggressive behaviors.

## Conclusions

This the first time that a comparison of the differences in genomic expression between aggressive and non-aggressive selected cattle breeds has been performed, identifying 918 up and 278 down-regulated genes in the PFC. We have also undertaken a cross-species comparison analysis to identify genes in common implicated in aggressiveness and to investigate their regulatory networks. Our results include up-regulation in the aggressive cohort of pathways such as the Alzheimer disease-presenilin, integrins and the ERK/MAPK signaling cascade, all routes implicated in the development of abnormal aggressive behaviors and neurophysiological disorders. We also identified normal mechanisms enhancing aggression across species such us the up-regulation of gonadotropins and, hence, testosterone, whose levels have been widely linked with agonistic reactions. In contrast, heterotrimeric G-protein pathways, previously associated with low reactivity mental states like those involved in major depression, or the *GAD2* gene, which plays a pivotal role in the control systems deployed by the PFC to repress agonistic reactions, are both down-regulated, guaranteeing the development of the adequate combative responses needed during a “*corrida*” event. Nonetheless, despite the PFC being a key region for the modulation of aggressive behavior, it may not be representative of other brain regions also reported to play important roles in aggression, such as the amygdala, hippocampus or hypothalamus. Furthermore, although our findings are consistent with gene expression studies of aggressive behaviors in other species, one limitation of the current study is that we still need to consider some inherent biasing factors such as those associated to breed differences and external factors such as the conditions of the animal’s slaughter.

Nevertheless, this study constitutes an important first step towards the identification of genes that promote aggression in cattle, and provides a novel species as model organism for disentangling the variable mechanisms underlying aggressive behaviors in our own species.

## Supplementary Information

**Additional file 1: Table S1.** Gene-list of the different studies containing the total number of genes associated with aggressive behavior across gene sets. **Table S2.**:= Lists of Significant genes in human evolution (from Zanella et al. 2019)**. Table S3.** Summary statistics per sample of the RNA-seq analysis of aggressive (Lidia breed) and non-aggressive (Wagyu breed) groups. **Table S4.** Gene list report on the 918 up-regulated and 278 down-regulated (0.1 ≤ Log2FC ≤ 0.1) sequences in the aggressive Lidia breed. **Table S5.** List of the significantly overrepresented Ingenuity Pathway Analysis (IPA) gene ontology terms for the three main family categories in the up and down-regulated genes in the aggressive group. **Table S6.** Regulatory network of genes differentially expressed (*P*-value ≤ 0.01 ) in up and down regulated differentially expressed genes (DEG) in the aggressive Lidia breed.

**Additional file 2: Figure S1.** Anatomical location of the medial prefrontal cortex (PFC) dissection samples.

## Data Availability

Illumina reads generated from all samples have been deposited in the NCBI GEO / bioproject browser database (Accession Number: GSE148938).

## Abbreviations

PFC: Prefrontal cortex
DEG: Differentiated expressed genes
CSCA: Cross-species comparative analysis
GWAS: Genome-wide association studies
OMIM: Online Mendelian Inheritance in Man database
KO: Knockout mice report
OMIA: Online Mendelian Inheritance in Animals
WR: Weighted ranking
FC: Fold Change

## References

[1] Tremblay RE, Nagin D, Tremblay RE, Hartup WW, Archer J (2008). The developmental origins of physical aggression: developmental origins of aggression.

[2] Haller J, Tóth M, Halasz J, De Boer SF (2006). Patterns of violent aggression-induced brain c-fos expression in male mice selected for aggressiveness. Physiol Behav.

[3] Manchia M, Fanos V (2017). Targeting aggression in severe mental illness: the predictive role of genetic, epigenetic, and metabolomics markers. Prog Neuro-Psychopharmacol Biol Psychiatry.

[4] Tuvblad C, Baker LA (2011). Human aggression across the lifespan: genetic propensities and environmental moderators. Adv Genet.

[5] Blanchard DC, Blanchard RJ (2003). What can animal aggression research tell us about human aggression?. Horm Behav.

[6] de Boer SF, Van der Vegt BJ, Koolhaas JM (2003). Individual variation in aggression of feral rodent strains: a standard for the genetics of aggression and violence?. Behav Genet.

[7] McGuire J (2008). A review of effective interventions for reducing aggression and violence. Philos Trans R Soc Lond Ser B Biol Sci.

[8] Hare B, Wobber V, Wrangham R (2012). The self-domestication hypothesis: evolution of bonobo psychology is due to selection against aggression. Anim Behav.

[9] O’Rourke T, Boeckx C (2020). Glutamate receptors in domestication and modern human evolution. Neurosci Biobehav Rev.

[10] Theofanopoulou C, Gastaldon S, O’Rourke T, Samuels BD, Messner A, Martins PT (2017). Self-domestication in *Homo sapiens*: Insights from comparative genomics. PLoS One.

[11] Sánchez-Villagra MR, van Schaik CP (2019). Evaluating the self-domestication hypothesis of human evolution. Evol Anthropol.

[12] Trut L, Oskina I, Kharlamova A (2009). Animal evolution during domestication: the domesticated fox as a model. Biol Essays.

[13] Wrangham RW (2019). Hypotheses for the evolution of reduced reactive aggression in the context of human self-domestication. Front Psychol.

[14] Silva B, Gonzalo A, Cañón J (2006). Genetic parameters of aggressiveness, ferocity and mobility in the fighting bull breed. Anim Res.

[15] Menéndez-Buxadera A, Cortés O, Cañon J (2017). Genetic (co) variance and plasticity of behavioural traits in Lidia bovine breed. Ital J Anim Sci.

[16] Eusebi PG, Cortés O, Dunner S, Cañón J (2018). Detection of selection signatures for agonistic behavior in cattle. J Anim Breed Genet.

[17] Craig IW, Halton KE (2009). Genetics of human aggressive behaviour. Hum Genet.

[18] Eusebi PG, Sevane N, Cortés O, Contreras E, Cañon J, Dunner S (2019). Aggressive behavior in cattle is associated with a polymorphism in the *MAOA* gene promoter. Anim Genet.

[19] Mariadassou M, Ramayo-Caldas Y, Charles M, Féménia M, Renand G, Rocha D (2020). Detection of selection signatures in Limousin cattle using whole-genome resequencing. Anim Genet.

[20] Qanbari S, Pausch H, Jansen S, Somel M, Strom TM, Fries, et al. Classic Selective Sweeps Revealed by Massive Sequencing in Cattle. PLoS Genet. 2014;10(2).10.1371/journal.pgen.1004148PMC393723224586189

[21] Miczek KA, de Almeida RM, Kravitz EA, Rissman EF, de Boer SF, Raine A (2007). Neurobiology of escalated aggression and violence. J Neurosci.

[22] Siever LJ (2008). Neurobiology of aggression and violence. Am J of Psych.

[23] Brower MC, Price BH (2001). Neuropsychiatry of frontal lobe dysfunction in violent and criminal behaviour: a critical review. J Neurol Neurosurg Psychiatry.

[24] Kukekova AV, Johnson JL, Teiling C, Li L, Oskina IN, Kharlamova AV, Gulevich RG, Padte R, Dubreuil MM, Vladimirova AV, Shepeleva DV, Shikhevich SG, Sun Q, Ponnala L, Temnykh SV, Trut LN, Acland GM (2011). Sequence comparison of prefrontal cortical brain transcriptome from a tame and an aggressive silver fox (Vulpes vulpes). BMC Genomics.

[25] Våge J, Bønsdorff TB, Arnet E, Tverdal A, Lingaas F (2010). Differential gene expression in brain tissues of aggressive and non-aggressive dogs. BMC Vet Res.

[26] Takanishi N, Oishi K, Kumagai H, Uemura M, Hirooka H (2015). Factors influencing the priority of access to food and their effects on the carcass traits for Japanese black (Wagyu) cattle. Animal..

[27] Boletin Oficial del Estado. 2001 Real Decreto 60/2001, de 26 de enero, sobre prototipo racial de la raza bovina de lidia. Boletin Oficial del Estado 38, 5255–5261.

[28] Domecq JP (2009). Del toreo a la bravura.

[29] Lomillos JM, Alonso ME (2019). Revisión de la alimentación de la raza de lidia y caracterización de las principales patologías asociadas al cebo del toro en la actualidad. ITEA Informacion Tecnica Economica Agraria.

[30] Gotoh T, Nishimura T, Kuchida K, Mannen H (2018). The Japanese Wagyu beef industry: current situation and future prospects—a review. Asian Australas J Anim Sci.

[31] Schmieder R, Edwards R (2011). Quality control and preprocessing of metagenomic datasets. Curr Bioinforma.

[32] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Curr Bioinforma.

[33] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N (2010). 1000 genome project data process-ing subgroup. The sequence alignment/map format and SAMtools. Curr Bioinforma.

[34] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, Van Baren MJ (2010). Transcript assembly andquantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[35] Goff L, Trapnell C, Kelley D (2012). cummeRbund: Analysis, exploration, manipulation, and visualization of Cufflinks high-throughput sequencing data. R package version 2.6.1.

[36] Zhang-James Y, Fernàndez-Castillo N, Hess JL, Malki K, Glatt SJ, Cormand B, Faraone SV (2019). An integrated analysis of genes and functional pathways for aggression in human and rodent models. Mol Psych.

[37] Fernández del Castillo N, Cormand B (2016). Aggressive behavior in humans: genes and pathways identified through association studies. Am J Med Genet.

[38] Malki K, Pain O, Du Rietz E, Tosto MG, Paya-Cano J, Sandnabba KN (2014). Genes and gene networks implicated in aggression related behaviour. Neurogenetics..

[39] Clinton SM, Stead JD, Miller S, Watson SJ, Akil H (2011). Developmental underpinnings of differences in rodent novelty-seeking and emotional reactivity. Eur J Neurosci.

[40] Kukekova AV, Johnson JL, Xiang X, Feng S, Liu S, Rando HM, Kharlamova AV, Herbeck Y, Serdyukova NA, Xiong Z, Beklemischeva V, Koepfli KP, Gulevich RG, Vladimirova AV, Hekman JP, Perelman PL, Graphodatsky AS, O’Brien SJ, Wang X, Clark AG, Acland GM, Trut LN, Zhang G (2018). Red fox genome assembly identifies genomic regions associated with tame and aggressive behaviours. Nat Ecol Evol.

[41] Durinck S, Moreau Y, Kasprzyk A, Davis S, De Moor B, Brazma A (2005). BioMart and bioconductor: a powerful link between biological databases and microarray data analysis. Curr Bioinforma.

[42] Zanella M, Vitriolo A, Andirko A, Martins PT, Sturm S, O’Rourke T, Laugsch M (2019). Dosage analysis of the 7q11. 23 Williams region identifies BAZ1B as a major human gene patterning the modern human face and underlying self-domestication. Sci Adv.

[43] Krämer A, Green J, Pollard J, Tugendreich S (2014). Causal analysis approaches in ingenuity pathway analysis. Curr Bioinforma.

[44] Elsik CG, Tellam RL, Worley KC (2009). The genome sequence of taurine cattle: a window to ruminant biology and evolution. Science..

[45] Sjöstedt E, Zhong W, Fagerberg L, Karlsson M, Mitsios N, Adori C, Oksvold P, Edfors F, Limiszewska A, Hikmet F, Huang J, Du Y, Lin L, Dong Z, Yang L, Liu X, Jiang H, Xu X, Wang J, Yang H, Bolund L, Mardinoglu A, Zhang C, von Feilitzen K, Lindskog C, Pontén F, Luo Y, Hökfelt T, Uhlén M, Mulder J (2020). An atlas of the protein-coding genes in the human, pig, and mouse brain. Science..

[46] Veroude K, Zhang-James Y, Fernandez-Castillo N, Bakker MJ, Cormand B, Faraone SV (2016). Genetics of aggressive behavior: an overview. Am J Med Genet B.

[47] Han X, Wu X, Chung WY, Li T, Nekrutenko A, Altman NS, Chen G, Ma H (2009). Transcriptome of embryonic and neonatal mouse cortex by high-throughput RNA sequencing. Proc Natl Acad Sci.

[48] Wu X, Reddy DS (2012). Integrins as receptor targets for neurological disorders. Pharmacol Ther.

[49] Cramer SC, Sur M, Dobkin BH, O'brien C, Sanger TD, Trojanowski JQ (2011). Harnessing neuroplasticity for clinical applications. Brain..

[50] Ballard CG, Gauthier S, Cummings JL, Brodaty H, Grossberg GT, Robert P, Lyketsos CG (2009). Management of agitation and aggression associated with Alzheimer disease. Nat Rev Neurol.

[51] Wise T, Zanella EL, Lunstra DD, Ford JJ (2010). Relationships of gonadotropins, testosterone, and cortisol in response to GnRH and GnRH antagonist in boars selected for high and low follicle-stimulating hormone levels. J Anim Sci.

[52] Radke S, Volman I, Mehta P, van Son V, Enter D, Sanfey A, Toni I (2015). Testosterone biases the amygdala toward social threat approach. Sci Adv.

[53] Bakker-Huvenaars MJ, Greven CU, Herpers P, Wiegers E, Jansen A, Van Der Steen R (2018). Saliva oxytocin, cortisol, and testosterone levels in adolescent boys with autism spectrum disorder, oppositional defiant disorder/conduct disorder and typically developing individuals. Eur Neuropsychopharmacol.

[54] Yang Y, Chen J, Liu C, Fang L, Liu Z, Guo J, Cheng K, Zhou C, Zhan Y, Melgiri ND, Zhang L, Zhong J, Chen J, Rao C, Xie P (2016). The extrinsic coagulation pathway: a biomarker for suicidal behavior in major depressive disorder. Sci Rep.

[55] Browder T, Folkman J, Pirie-Shepherd S (2000). The hemostatic system as a regulator of angiogenesis. J Biol Chem.

[56] González-Maeso J, Meana JJ (2006). Heterotrimeric g proteins: insights into the neurobiology of mood disorders. Curr Neuropharmacol.

[57] Hall TE, Bryson-Richardson RJ, Berger S, Jacoby AS, Cole NJ, Hollway G (2007). The zebrafish candyfloss mutant implicates extracellular matrix adhesion failure in laminin alpha2-deficient congenital muscular dystrophy. Proc Natl Acad Sci.

[58] d'Souza UM, Kel A, Sluyter F (2003). From transcriptional regulation to aggressive behavior. Behav Genet.

[59] Jager A, Amiri H, Bielczyk N, van Heukelum S, Heerschap A, Aschrafi A (2017). Poelmans G, et al cortical control of aggression: GABA signalling in the anterior cingulate cortex. Eur Neuropsychopharmacol.

[60] Yee KL, Weaver VM, Hammer DA (2008). Integrin-mediated signalling through the MAP-kinase pathway. IET Syst Biol.

# Supplementary material for: Gene expression profiles underlying aggressive behavior in the prefrontal cortex of cattle
**Source:** BMC Genomics. 2021 Apr 7;22:245. doi: 10.1186/s12864-021-07505-5
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Anatomical location of the medial prefrontal cortex (PFC) dissection samples.

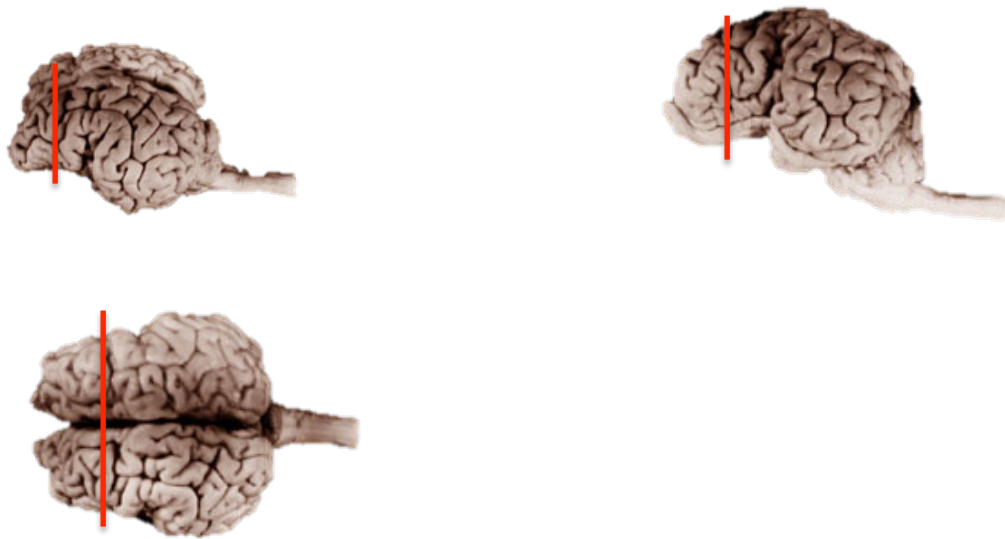

**Figure S1** Anatomical location of the medial prefrontal cortex (PFC) dissection samples.

Copyright images from <http://neuroscielibrary.org/>

How the deposited data were processed for this re-analysis (not part of the article)

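The PFC of 8 Lidia bulls, 4 from La Quinta and 4 from Montealto, and of 8 Wagyu bulls was sequenced once per animal. The authors trimmed the reads with PRINSEQ, mapped them with STAR to ARS-UCD 1.2 and the Ensembl annotation, and estimated the abundance of each transcript with Cufflinks. The deposited FPKM is therefore scaled within each animal to its mapped fragments and carries no scaling between animals, and the deposited coverage is the read depth over each transcript. The merging of transcripts and the Cuffdiff comparison came after these values, so the authors' scaling between animals and their test are not part of them. All 16 animals list the same 43984 transcripts of 27607 genes. The breed of each animal and the farm of each Lidia bull were taken from the series record and Supplementary Table 1, and the bulls of a farm are named by their position in that table.

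The FPKM of a gene was summed over its transcripts. Genes with a mean FPKM of at least 0.1 were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a variance trend, two-sided, Benjamini-Hochberg adjustment), without covariates, since farm is nested in breed. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.1. Median-of-ratios rescaling was an alternative at that stage. It is printed beside the values as deposited because of what was seen later: 0 genes were called on the FPKM as deposited, with 1022 at an unadjusted p under 0.05, and the FPKM of Wagyu replicate 5 and of the fourth La Quinta bull were found inflated. The remaining calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

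Depth was read from coverage divided by FPKM, with 200 bases per fragment, as 7.67 M to 37.0 M fragments per animal, M standing for 10 to the power 6. In Wagyu replicate 5 and the fourth La Quinta bull this number falls short of the uniquely mapped reads, so there it may not give the depth. Supplementary Table 1 gives 21.8 M to 40.2 M reads. Without read counts, no sampling error per gene could be computed, so the precision of a gene rests on the spread between animals.

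The tests were checked on simulated data with 193 changed genes of 16400. Limma with the trend recovered 90.7%, without it 90.2%, with array weights 90.7%, the exact rank-sum test 85.5% and limma-voom 89.1%. With 2 animals inflated, 89.6% were recovered of the same 193 changed genes. The raised genes of the simulation had a median log2 fold change of 1.5. For the paper's paired up-regulated genes the median was 0.68 as deposited. The recovered shares therefore do not give the power for changes of that smaller size. The library size given to limma-voom was changed to the rescaled one after the simulated test had shown a low recovery. The first limma-voom result on the real values had by then been seen, and it held fewer called genes in both directions than the one reported. In the comparison of the up-regulated genes with marker genes within a breed, a first run left undefined correlations in the matched lists and gave the opposite outcome; these were then left out, and the outcome of the corrected run is the one reported.

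Gene names came from Supplementary Table 5, whose entries carry positions: an entry was paired with a gene of identical start and end. Of 1197 entries, 1050 were paired with a single gene, 109 span a locus of several genes and 38 were not paired. Of 57 entries named by an Ensembl identifier, 50 were paired, and all 50 with that identifier; in loci of several genes this held for 3 of 5. Several pairing rules were compared on this check before calls were counted by name. Of the 37063 genes of a RefSeq table, 0 could be matched by identifier. Hence only genes of the paper's own list have names, and their common direction was fixed by that choice. The genes named are those the paper names as differentially expressed or as regulators, the 5 with the largest change in each direction among called genes with all Lidia values on one side of all Wagyu values, and members of the families and marker lists; the second group was taken from the rescaled values, since 0 genes were called as deposited.

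Overlaps with the compendium and the archaic list were tested by one-sided Fisher's exact test, values per animal by exact two-sided permutation, and groupings by 100 drawn splits of the 16 animals or all 35 splits of the 8 Lidia bulls. The test, the thresholds and the alternatives were set before the data were examined, apart from those stated in the closing section to be chosen later. The alternatives were pseudocounts of 1 and 0.01, a mean FPKM of at least 1, no filter, median-of-ratios and upper-quartile rescaling, no variance trend, array weights, an exact rank-sum test, an adjusted p of at most 0.01, limma-voom on estimated fragments, each farm alone and leaving out each animal. Tests of scores over gene families and cell-type markers were left out, because each had under 80% of its members named. Pathway enrichment, upstream regulators, the IPA network and the other lists of Supplementary Table 4 were not analysed here. Some genes that the paper names are not reported here.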

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

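The tests of the inflated FPKM in a pair of animals were chosen only after the result was seen; the remaining tests in this part were written down before their results.

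Among 112 groups of 8 animals examined, 21 held an animal far from the others of its breed, where chance gives about 5.6. The value given for each is the gap to the nearest animal divided by the range of the group. Of the measures of whole samples, Wagyu replicate 5 stood apart in coverage per FPKM (0.740), summed FPKM (0.855), mitochondrial percent of the FPKM (0.550) and the median-of-ratios factor (0.709), and the fourth La Quinta bull in summed FPKM (0.731) and the median-of-ratios factor (0.605). A candidate explanation is a number of fragments in the FPKM denominator smaller than in the library. The fragments behind the FPKM came to 52.6% of the uniquely mapped reads of Supplementary Table 1 in the fourth La Quinta bull and 28.8% in Wagyu replicate 5, against 96.9 to 109% in the other 14 animals, which is consistent with it. Fragments on exons, taken from the coverage and length of each transcript, came to 6.10 M in Wagyu replicate 5. In the fourth La Quinta bull they came to 8.59 M. Both lie within the 5.465 M to 13.15 M of the other 14 animals, which argues against a loss of reads as large as the shortfall. Whether the mapping or the abundance step of these animals differed cannot be read from the values. No biological explanation was tested, since the design gives each animal once.

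Of the named genes, 15 gaps were found. In the second Montealto bull, the lowest of its breed each time, they were GAD2 (0.553), RIMBP2 (0.661), DGKG (0.712), PDE4D (0.564), ARHGEF3 (0.655), FSTL5 (0.663), JAZF1 (0.759) and GABRA3 (0.875). In Wagyu replicate 5, the highest each time, they were H3F3A (0.550), CRHBP (0.540), FSTL5 (0.571), ISM1 (0.583) and ARHGAP25 (0.537), and in the fourth La Quinta bull, again the highest, ZNF786 (0.527) and DNAJB5 (0.543). For the last animals the direction is that of their inflated FPKM. The second Montealto bull has no such inflation: its median-of-ratios factor of 0.612 is the lowest of all 16 animals, it has 20.0 M fragments, the fewest of the other 14 animals, and its slope of log2 expression on log2 transcript length is the lowest at -0.0826. Over the breeds that slope did not differ (exact two-sided permutation test, p = 0.738). In the same bull mitochondrial transcripts took 38.4% of the FPKM, the highest share of the Lidia group, and a larger share takes FPKM from the other genes. Low depth, the mitochondrial share, RNA integrity and a difference in the dissected tissue may each lie behind the low values of this bull. They were not separated, and no biological explanation was tested.

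Between La Quinta and Montealto, which the paper did not compare, 10 genes were called on the FPKM as deposited, 5 in each direction, with 479 at an unadjusted p under 0.05. Of the 35 splits of the 8 Lidia bulls into 4 and 4, 2 gave as many called genes, the real one included, so a farm difference cannot be told apart from an arbitrary grouping of the bulls. The other was the split that exchanges the first bull of each farm, with 104 called genes. After median-of-ratios rescaling the farms gave 7 called genes and that split 40. The leptomeningeal markers separate the bulls of that split, as set out under the other observations.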

How the results depend on the processing

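The leaving out of the 2 inflated animals, and the median-of-ratios rescaling joined with a further change, were chosen after seeing the data. So was the library size of limma-voom, which was changed after its first result on the real values.

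As deposited, 0 genes were called higher and 0 lower, with 1022 at an unadjusted p under 0.05. The counts stayed at 0 with a pseudocount of 1 or 0.01, the exact rank-sum test, an adjusted p of at most 0.01 and Montealto only. With no variance trend 1 gene was higher, with a mean FPKM of at least 1 also 1, with no filter 2, and none was lower; in each case these were among the paper's up-regulated genes (1, 1 and 2). With La Quinta only against all Wagyu, 39 were higher and 11 lower, 26 and 3 of them in the paper's list. Median-of-ratios rescaling gave 552 and 274 (355 and 105 in the paper's list), upper-quartile rescaling 638 and 209 (396 and 91), limma array quality weights 571 and 259 (341 and 98) and limma-voom on estimated fragments 573 and 299 (367 and 120). Higher genes made up 66.8% of the calls after median-of-ratios rescaling and 75.3% after upper-quartile rescaling, and at an unadjusted p under 0.05 77.2% as deposited, 55.7% and 64.5%. Smallest adjusted p over these alternatives lay between 1.3e-08, with La Quinta only, and 0.254, with Montealto only; as deposited it was 0.0523. Of the transcripts, 0 were called as deposited (1309 at an unadjusted p under 0.05), 367 after median-of-ratios and 379 after upper-quartile rescaling.

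Without the 2 animals with inflated FPKM, 20 genes were higher and 9 lower, 17 and 9 of them in the paper's list. Rescaled by the median of ratios, 72 and 33 were called at an adjusted p of at most 0.01, 373 and 249 with a mean FPKM of at least 1, 470 and 267 with pseudocount 1, 353 and 297 with the exact rank-sum test, 169 and 115 with La Quinta only and 38 and 13 with Montealto only. Across the 16 fits that each left out one animal, 0 to 33 genes were higher and 0 to 4 lower as deposited, with 0 to 26 and 0 to 4 in the paper's list, and 241 to 946 higher and 123 to 481 lower after rescaling. So the count of calls depends on the scaling or weighting of the animals and, beyond that, on single animals. Without the second Montealto bull, whose median-of-ratios factor of 0.612 is the lowest, 37 genes were called as deposited, and without Wagyu replicate 3, with a factor of 1.04, 21. A single factor per animal moved the called genes from 0 to 826 (median of ratios) or 847 (upper quartile), so the missing calls depend on the scale between animals; the 29 calls without the inflated pair do not show that those animals alone account for it.

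With 0 called genes as deposited, 0 lay in the compendium with a WR of 1 or above, in its expression-study part or in the archaic list. The counts were 21, 7 and 34 after median-of-ratios rescaling, 21, 7 and 31 after upper-quartile rescaling, 22, 6 and 25 with limma array quality weights and 24, 8 and 40 with limma-voom on estimated fragments, and 0 under the other alternatives run for them, which do not include leaving out an animal; the cause was not tested beyond the calls themselves.

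The genes called between the farms numbered 10, and 7 to 10 with other pseudocounts, filters and scalings and without the variance trend, 0 with the exact rank-sum test (288 at an unadjusted p under 0.05, in a design of 4 against 4 whose 70 arrangements limit the smallest p) and 1403 with limma array quality weights, where the estimate of the weights did not converge. From 8 to 18 were called across the fits that each left out one bull.

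Of 1692 values under the alternatives for 132 genes, those the paper names and the members of the families and marker lists, 1445 stayed on their side of the threshold, 245 passed it where they had not as deposited, and 2 changed direction. The 245 comprised 56 after median-of-ratios rescaling, 57 after upper-quartile rescaling, 62 with array weights, 63 with limma-voom and 7 with La Quinta only. With La Quinta only, the marker genes OPALIN (-0.0094) and TTR (-0.28) changed direction, from 0.40 and 1.01 as deposited, without passing the threshold; the cause was not tested. Apart from FKBP5, a member of a marker list, the genes with the largest changes after rescaling were not followed through the alternatives.

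Not run were the tests of family and marker scores with all their alternatives, since too few members have names, although the mean of the named leptomeningeal markers is given under the other observations; the backgrounds of 22000 and 18700 genes for genes called here, since only genes of the paper's list have names; the matching of overlaps on gene length and expression; and the overlaps in the fits that leave out an animal. No paired analysis was possible because the breeds share no replicate numbers. Depth limits the genes near the filter, whose change is understated by the pseudocount.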

Differences from the paper's values

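Chosen only after the result was seen were the fits that join median-of-ratios rescaling with a further change, those that leave out an animal after it, and the leaving out of the 2 inflated animals. Limma-voom was set beforehand, but its library size was changed after its first result on the real values had been seen. Its values in this part are those after the change.

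The paper gives 918 up-regulated genes, against 0 here on the FPKM as deposited (1022 at an unadjusted p under 0.05 in either direction). Of the alternatives set before the data were examined, upper-quartile rescaling with 638 came within 1.5 times the paper's number. Median-of-ratios rescaling with 552, limma array quality weights with 571 and the rest did not. Nor did limma-voom with 573, after the change of its library size. In the fits that left out a single animal after rescaling by the median of ratios, chosen after seeing the values, 241 to 946 were called higher. The 946 came without Wagyu replicate 3, where 481 were called lower, against the paper's 278 and outside that margin. For the down-regulated genes the paper gives 278, against 0 here; median-of-ratios rescaling with 274, upper-quartile rescaling with 209, limma array quality weights with 259 and limma-voom with 299 came within that margin, and the remaining alternatives did not. The paper's genes not called as deposited were called in part under median-of-ratios rescaling (355 up-regulated and 105 down-regulated), upper-quartile rescaling (396 and 91), limma array quality weights (341 and 98), limma-voom (367 and 120), La Quinta only (26 and 3), no filter (2 up-regulated), a mean FPKM of at least 1 (1 up-regulated), no variance trend (1 up-regulated), the fits without one animal (up to 26 and up to 4), and, chosen after seeing the values, without the 2 inflated animals (17 and 9) and the further fits after rescaling.

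The paper gives 10640 isoforms, which its summary table lists as differentially expressed and its text ties to the significant genes. If the number counts all isoforms of those genes, it is not the quantity tested here. Here 0 transcripts were called (1309 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap, with at most 379 under upper-quartile rescaling. Its text gives a mean of 78.3 M paired-end reads per sample, against 28.4 M fragments here, for which no alternative was set. The units differ, since a fragment gives 2 reads, so the gap in these numbers is not one of depth alone. The reads listed in Supplementary Table 1 have a mean of 32.5 M.

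For LAMA2 the paper's Supplementary Table 5 gives a log2 fold change of 1.10, against 0.59 here. A pseudocount of 0.01 (0.86), limma-voom (0.99) and La Quinta only (0.72) came within the error, and the other alternatives, from 0.16 with a pseudocount of 1 to 0.76 with array weights, did not. For H3F3A the paper gives 0.66, against 0.41 here. La Quinta only (0.51) came within the error; so did a pseudocount of 0.01, a mean FPKM of at least 1 and no variance trend, each at 0.41 with a slightly larger error; the others, from 0.25 with array weights to 0.48 with upper-quartile rescaling, did not.

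The paper names LAMA2, DRD2, GAD2, GABRA3 and SLC17A7 as differentially expressed. Under neither the deposited FPKM nor median-of-ratios rescaling was any of them called; in limma the log2 fold changes as deposited were 0.59, 0.66, -0.57, -0.56 and -0.43. With limma array quality weights LAMA2 (0.76) and DRD2 (0.93) were called, and with limma-voom DRD2 (0.99); the other genes of this list were called under none of the alternatives set before the data were examined. For the paper's overlap with compendium genes of a WR of 1 or above, in the smaller background of brain-expressed genes, the one-sided Fisher's exact test gave p = 0.0324 here, by symbol and without removal of genes that lack an orthologue, and p = 0.0710 from the paper's own numbers.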

Other observations

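The tests of the genes with a paper value just above 1 and of the mitochondrial share in 14 animals were chosen only after the result was seen. The count of splits at an unadjusted p under 0.05 was likewise added after 0 called genes had made the planned count uninformative. The list of marker genes was written after Supplementary Table 5 had been read. The tests of grouping by called genes, depth, scaling, mitochondrial share in all animals, transcript length and marker genes were written down before their results.

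On the FPKM as deposited, 1022 genes had an unadjusted p under 0.05, and 18 of 100 splits of the 16 animals gave as many, the real one included. As 0 were called, all 100 splits gave as many called genes, which tests nothing. After median-of-ratios rescaling 826 were called, and 1 of 100 splits, the real one, gave as many; the highest other split gave 1. The rescaled difference between the breeds thus exceeds that of arbitrary groupings. Breed goes together with farm, rearing and slaughter in these animals, so no explanation by behaviour can be told apart from those.

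More genes were higher than lower in the Lidia group at an unadjusted p under 0.05, 789 against 233 as deposited. The excess was absent or reversed as deposited with Montealto only (350 higher and 429 lower) and without the fourth La Quinta bull (567 and 574). It was also reversed, rescaled, with a mean FPKM of at least 1 (1220 and 1335). In fits chosen after seeing the values, rescaling gave 1634 higher and 1426 lower with Montealto only. Leaving out the fourth La Quinta bull after rescaling gave 1821 and 1425. In these sets of animals the loss of the excess thus depended on the scale between animals. No difference between the breeds was found in depth (exact two-sided permutation test, p = 0.683) or in the slope on transcript length (exact two-sided permutation test, p = 0.738). The mitochondrial percent of the FPKM gave p = 0.115 over all 16 animals (exact two-sided permutation test) and p = 0.0111 over the 14 without inflated FPKM (exact two-sided permutation test), higher in the Lidia group. A larger mitochondrial share there takes FPKM from the other genes, the direction opposite to the excess. After median-of-ratios rescaling 66.8% of the called genes were still higher, though at an unadjusted p under 0.05 the share fell from 77.2% to 55.7%, and without the 2 inflated animals it was 73.2% as deposited; which part of the excess scaling accounts for was not settled. Without the 2 inflated animals 29 genes were called as deposited, past the 20 set for the test of their scale, but leaving out the second Montealto bull alone, with the lowest factor (0.612), gave 37, and leaving out Wagyu replicate 3 (1.04) gave 21. That test therefore does not tell the scale of the inflated pair apart from that of the other animals; rescaling all 16 gave 826.

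A further candidate explanation for the excess is leptomeningeal or vascular tissue in the Lidia samples. Of the leptomeningeal markers 63.3% could be named and tested, under the 80% set for a score, and all of them come from the paper's own list, so whether the breeds differ in such tissue cannot be told. In that list 23 of 30 leptomeningeal markers are up-regulated, against 5 of 12 endothelial, 6 of 11 oligodendrocyte, 4 of 10 astrocyte and 0 of 12 neuronal markers; the marker list was written after that table had been read, so this shows no enrichment.

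Within a breed the list's direction does not fix the outcome. In each breed on its own, the 737 up-regulated genes outside the marker list followed the mean of 19 leptomeningeal markers more closely than 100% of 10000 lists matched on expression. In the Lidia group the median r was 0.31, against 0.07 in the matched lists (exact one-sided permutation test, p = 0.0696), and the median rho 0.26 (exact one-sided permutation test, p = 0.106). Without the 2 bulls farthest from the median r was 0.51. In the Wagyu group r was 0.60, against -0.03 in the matched lists (exact one-sided permutation test, p = 0.0131), and rho 0.43 (exact one-sided permutation test, p = 0.0239); without the 2 farthest animals r was -0.02, so that relation rests on those animals. As many other up-regulated genes in place of the markers gave a median r of 0.49 in the Lidia group, and only 0.46% of such scores lay below that of the markers. In the Wagyu group they gave 0.63, against 0.60 for the markers, and 20.6% of such scores lay below. The up-regulated genes may therefore vary together within a breed, which is consistent with a mix of tissues or cells differing between samples, but the leptomeningeal markers are not closer to them than the genes are to one another, so this tissue cannot be told apart from any other common source.

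The mean log2 FPKM of those markers, after rescaling, was 0.08, 1.80, 2.25 and 2.05 in the first to the fourth La Quinta bull and 2.54, 0.01, 0.41 and 0.81 in the first to the fourth Montealto bull. In the Wagyu bulls it ran from -1.16 to 0.87. Its mean was 1.24 in the Lidia group and -0.45 in the Wagyu group (exact two-sided permutation test, p = 0.00373, and p = 0.0122 in the 14 animals without inflated FPKM), a difference that the choice of markers from the paper's up-regulated genes fixed in direction, so it shows nothing about tissue. Among the Lidia bulls it is high in those on one side of the split with 104 called genes and low on the other. Rescaled IGF2 was 23.6 to 32.8 FPKM in the bulls on the high side and 3.65 to 9.76 FPKM on the low side. Wagyu replicates 3 and 4, with the highest marker means of their breed, had 12.9 and 9.67 FPKM of IGF2. The other Wagyu bulls had 0.559 to 3.46 FPKM. No test was made of these groups, as they were found from the values.

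All 10 genes whose log2 fold change as deposited exceeded the paper's by 0.4 or more, of 807 paired up-regulated genes, have a paper value between 1.01 and 1.05, where 32 paired genes have a paper value from 1 to just above that range. They are MSX1, BMP4, WDR86, OAS1X, SLC6A13, TGM2, KRT8, FOXC2, FBLN1 and C25H16orf89, chosen after their values were seen. Here they had log2 fold changes of 1.51 to 3.27 (standard errors 0.43 to 0.86), and 1.55 to 3.31 after rescaling. No explanation was tested.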
